# An Interaction between RRP6 and SU(VAR)3-9 Targets RRP6 to Heterochromatin and Contributes to Heterochromatin Maintenance in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pgen.1005523

**Published:** 2015-09-21

**Authors:** Andrea B. Eberle, Antonio Jordán-Pla, Antoni Gañez-Zapater, Viktoria Hessle, Gilad Silberberg, Anne von Euler, Rebecca A. Silverstein, Neus Visa

## Abstract

RNA surveillance factors are involved in heterochromatin regulation in yeast and plants, but less is known about the possible roles of ribonucleases in the heterochromatin of animal cells. Here we show that RRP6, one of the catalytic subunits of the exosome, is necessary for silencing heterochromatic repeats in the genome of *Drosophila melanogaster*. We show that a fraction of RRP6 is associated with heterochromatin, and the analysis of the RRP6 interaction network revealed physical links between RRP6 and the heterochromatin factors HP1a, SU(VAR)3-9 and RPD3. Moreover, genome-wide studies of RRP6 occupancy in cells depleted of SU(VAR)3-9 demonstrated that SU(VAR)3-9 contributes to the tethering of RRP6 to a subset of heterochromatic loci. Depletion of the exosome ribonucleases RRP6 and DIS3 stabilizes heterochromatic transcripts derived from transposons and repetitive sequences, and renders the heterochromatin less compact, as shown by micrococcal nuclease and proximity-ligation assays. Such depletion also increases the amount of HP1a bound to heterochromatic transcripts. Taken together, our results suggest that SU(VAR)3-9 targets RRP6 to a subset of heterochromatic loci where RRP6 degrades chromatin-associated non-coding RNAs in a process that is necessary to maintain the packaging of the heterochromatin.

## Author Summary

Cells regulate the packaging of DNA in the chromatin, and an important process in the development of any eukaryote is the definition of chromatin states. Heterochromatin is a condensed form of chromatin that is usually silent. Short non-coding RNAs participate in the silencing of transposons in animal germ cells and in the establishment of heterochromatin states during early development. These non-coding RNAs guide histone methyltransferases to the histones in the chromatin, which in turn creates binding sites for other factors that keep the heterochromatin condensed. The non-coding RNAs that participate in the establishment of heterochromatic domains are active in germ cells and gonads, and other mechanisms must exist in animal somatic tissues to maintain the established patterns of heterochromatin throughout development. Here, we identify RRP6 as a protein that is necessary for maintaining the condensed state of heterochromatin in a subset of heterochromatic loci in the somatic fruitfly genome. RRP6 is a ribonuclease that plays many roles in RNA processing and in quality control of gene expression. We show that RRP6 is tethered to heterochromatin through an interaction with a histone methyltransferase, and that in the heterochromatin RRP6 acts on transcripts derived from repetitive sequences that need to be degraded to maintain the packaging of the heterochromatin. The importance of ribonucleases for the structure of the heterochromatin had been shown in yeast cells. Our findings show that RNA degradation participates in chromatin silencing also in animal cells.

## Introduction

Approximately 30% of the genome of *Drosophila melanogaster* is heterochromatic and is made up of transposons, transposon fragments and repetitive sequences with different degrees of complexity [1]. The heterochromatin contains high levels of heterochromatin-specific proteins, such as Heterochromatin Protein 1a (HP1a), and is enriched in certain patterns of post-translational modifications of the histone tails [2], [3]. Heterochromatin formation involves a cascade of histone modifications that are targeted to specific regions of the genome by complex protein-protein and protein-nucleic acid interactions. In the switch from euchromatin to heterochromatin, acetylated H3K9 (H3K9ac) is deacetylated by histone deacetylases such as RPD3/HDAC1. H3K9 is subsequently methylated by histone methyltransferases, and the methylated H3K9 (H3K9me) acts as a binding site for HP1a [3], [4]. The properties of the heterochromatin can spread along the chromatin fiber, and HP1a plays a central role in this process. The ability of HP1a to dimerize, to interact with the methyltransferase SU(VAR)3-9, and to bind H3K9me provides the basis for the spreading of heterochromatin [5]. An additional level of complexity in the establishment of heterochromatic states is provided by the fact that HP1a can also bind RNA in both *D*. *melanogaster* [6] and *Schizosaccharomyces pombe* [7]. Recent studies on Swi6, the HP1a ortholog of *S*. *pombe*, have shown that the interaction of Swi6 with RNA interferes with the binding of Swi6 with H3K9me [7].

Small non-coding RNAs are essential components of the regulation of chromatin packaging in different organisms [8]. Fission yeast uses siRNAs to silence heterochromatic sequences through the recruitment of the H3K9 methyltransferase Clr4 [4], [9]. RNAi-dependent mechanisms of heterochromatin assembly exist also in plants, where siRNAs direct *de novo* DNA methyltransferases to specific genomic sequences (reviewed in [10]). Animal cells use instead the piRNA pathway to trigger heterochromatin assembly and transposon silencing in the germ line. In *D*. *melanogaster*, non-coding RNAs transcribed from transposon-rich regions are processed into piRNAs, and a “Piwi-piRNA guidance hypothesis” has been recently proposed for the recruitment of SU(VAR)3-9 and HP1a to heterochromatin [11], [12], [13], [14]. The Piwi-piRNA system is active during early development and it directs the initial establishment of heterochromatin states not only in the germ line but also in somatic cells. Recent studies suggest that after embryogenesis, the patterns of heterochromatin packaging are maintained through cell divisions via piRNA-independent mechanisms [15], [16].

An important player in the regulation of non-coding RNAs is the exosome, a multiprotein complex with ribonucleolytic activity [17], [18], [19]. In *D*. *melanogaster*, the core of the exosome associates with two catalytic active subunits, RRP6 and DIS3 [20]. In the cell nucleus, the exosome is involved in the processing of many non-coding RNAs, including pre-rRNAs, and in the quality control of mRNA biogenesis [21], [22]. The exosome ribonucleases also degrade a large variety of unstable, non-coding RNAs in various organisms including *S*. *cerevisiae* [23], plants [24], and animals [25], [26]. Moreover, recent studies have revealed that RRP6 participates in the regulation of enhancer RNAs [27] and in the degradation of unstable transcripts synthesized at DNA double-strand breaks [28].

The exosome has been functionally linked to the methylation of H3K9 in heterochromatin [29]. In *S*. *pombe*, RRP6 participates in the assembly of centromeric heterochromatin through an RNAi-independent mechanism [30], and collaborates with the RNAi machinery to silence developmentally regulated loci and retrotransposons [31]. Much less is known about the possible links between RRP6 and heterochromatin in animals. We have observed that a fraction of RRP6 is associated with heterochromatin in the genome of *D*. *melanogaster*, and we have identified physical interactions between RRP6 and several heterochromatin factors, including HP1a, SU(VAR)3-9, and RPD3. Our results show that SU(VAR)3-9 promotes the targeting of RRP6 to transposon-rich heterochromatic loci. In these loci, RRP6 contributes to maintaining the structure of the heterochromatin by degrading non-coding RNAs that would otherwise compromise the packaging of the chromatin.

## Results

### RRP6 is associated with heterochromatic regions in the genome of *D*. *melanogaster*

We analyzed the localization of RRP6 in salivary gland polytene chromosomes by immunofluorescence (IF), and we used an antibody against HP1a as a marker for heterochromatin. RRP6 was associated with many bands throughout the chromosomes, but was also present in heterochromatin (Fig 1A–1C, [32]). Although the overall distributions of HP1a and RRP6 were very different from each other, both proteins overlapped in heterochromatic regions, for example at telomeres (Fig 1B) and chromocenter (Fig 1C).

**Fig 1:**
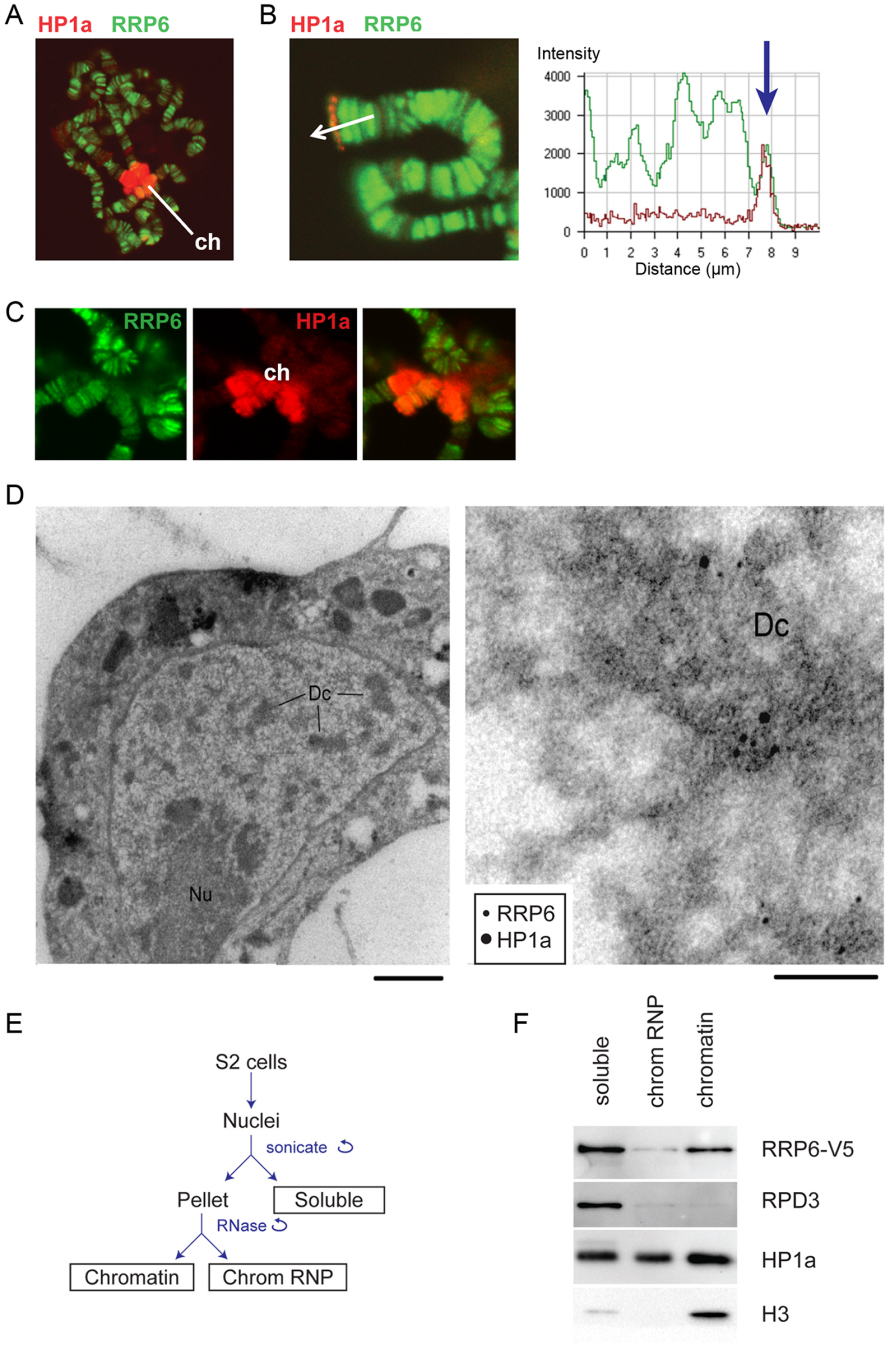
RRP6 is associated with heterochromatin *in vivo*. (A) Salivary gland polytene chromosomes immunostained with antibodies against RRP6 (green) and HP1a (red). The figure shows an overview micrograph. ch: chromocenter. (B) A detail showing a telomere stained with antibodies against RRP6 and HP1a, as in A. The fluorescence profile in the right part of the image shows the co-variation of both signals along the telomeric region. (C) A detail showing the chromocenter (ch) stained with antibodies against RRP6 and HP1a, as in A. (D) Co-localization of HP1a and RRP6 in dense chromatin in S2 cells analyzed by immuno-EM. An overview of a thin section through the nucleus of a cell is shown to the left. The bar represents 1 μm. A high-magnification micrograph shows co-localization of HP1a (12 nm gold) and RRP6 (6 nm gold) in the dense chromatin (*Dc*). The bar represents 100 nm. (E) The fractionation scheme used to isolate the different nuclear fractions in S2 cells: soluble (nucleoplasm), chromosomal RNP, and chromatin. (F) The distribution of HP1a, RPD3, and RRP6-V5 in the different nuclear fractions in S2 cells analyzed by Western blotting. The experiment was carried out in cells that expressed V5-tagged RRP6. Histone H3 was used as a control.

We also analyzed the association of RRP6 with heterochromatin in S2 cells by IF (S1 Fig) and by immuno-electron microscopy (IEM, Fig 1D). The IEM analysis revealed that RRP6 and HP1a were located in close proximity in dense chromatin areas (Fig 1D).

In another series of experiments, we used S2 cells that expressed V5-tagged RRP6 (S2-RRP6-V5 cells) and we analyzed RRP6-V5 under low-induction conditions to avoid overexpression artefacts. We applied a cell fractionation scheme previously established by Tyagi et al. [33], and the proteins in each of the different nuclear fractions (*soluble*, *chromosomal RNP* and *chromatin*) were analyzed by Western blotting. We observed that a fraction of RRP6 is associated with chromatin (Fig 1E and 1F). In these experiments, the *chromatin* fraction was digested with RNase A before centrifugation, which suggests that the binding of RRP6 to the *chromatin* fraction is not mediated by RNA.

### RRP6 interacts with RPD3, SU(VAR)3-9 and HP1a

In a previous study, we carried out co-immunoprecipitation experiments aimed at identifying interaction partners for the nuclear exosome of *D*. *melanogaster* in RNase A-digested nuclear extracts [34]. The proteins that co-immunoprecipitated with RRP6-V5 were identified by high-performance liquid chromatography/tandem mass spectrometry (LC/MS-MS). We detected a total of 418 proteins associated, directly or indirectly, with RRP6 when we set the false discovery rate to 0.01 (S1 Table). Previously known exosome interactors were detected in our study, including other components of the exosome, the transcription elongation factors SPT5 and SPT6 [20], and the insulator protein CP190 [35] (Fig 2A and S1 Table).

**Fig 2:**
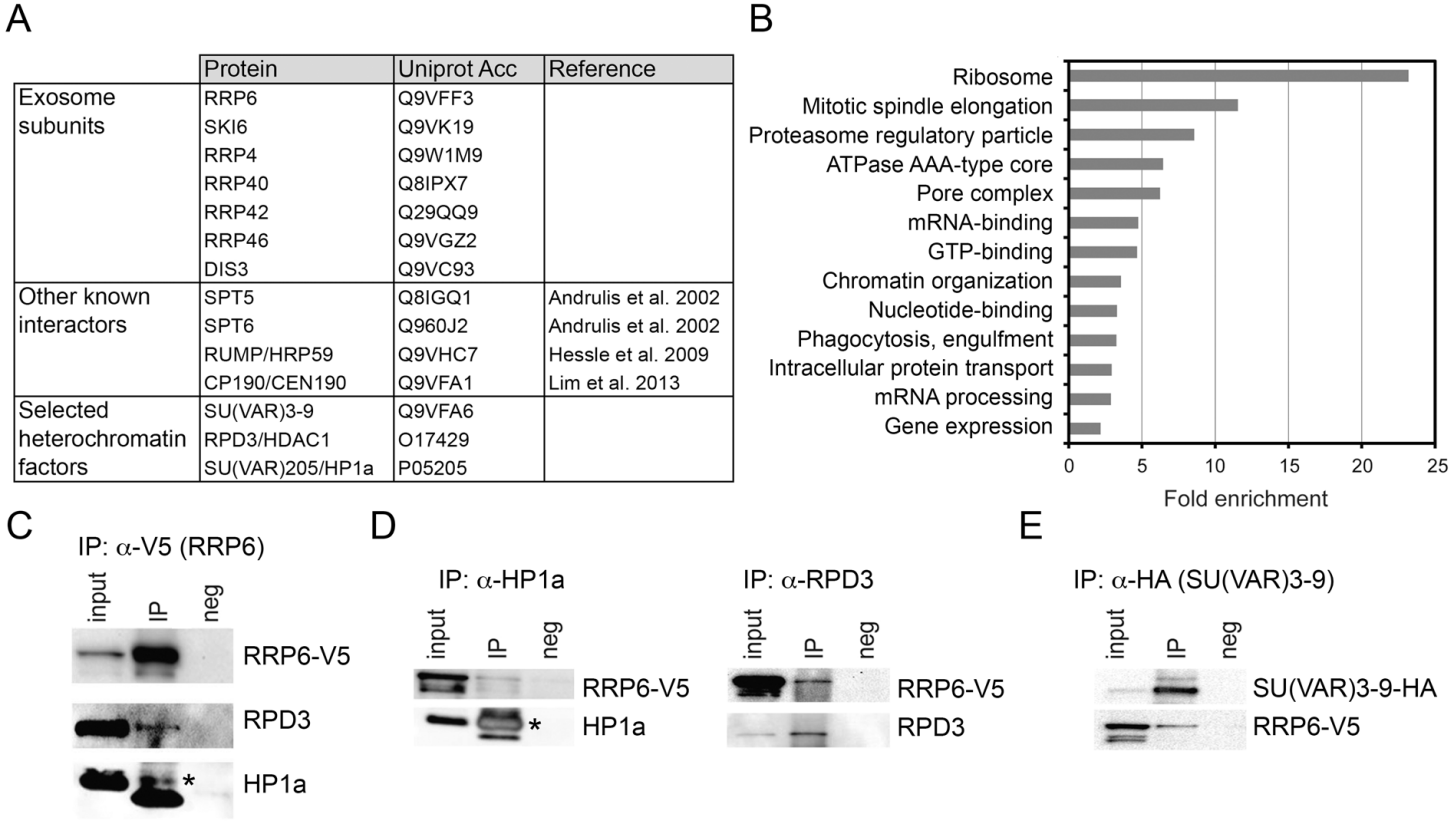
LC/MS-MS revealed interactions between the exosome and heterochromatin factors. (A) Some of the proteins co-immunoprecipitated with RRP6-V5 in S2 cells. The complete list of interactors is provided in S1 Table. (B) Enrichment of GO terms corresponding to RRP6 interactors. (C) Co-immunoprecipitation experiment performed with nuclear extracts of S2 cells expressing V5-tagged RRP6 using the anti-V5 antibody. The starting material (input), the immunoprecipitated proteins (IP) and the negative control were separated by SDS-PAGE and analysed by Western blotting using antibodies against V5, RPD3, and HP1a, as indicated. The band corresponding to HP1a is indicated with an asterisk. The thick band below HP1a is the light chain of the anti-V5 antibody (apparent molecular mass approx. 20 kDa). (D) Reciprocal co-immunoprecipitation experiments were performed in the RRP6-V5 cells using endogenous antibodies against HP1a and RPD3, as indicated. The asterisk indicates HP1a. (E) Co-immunoprecipitation experiment conducted in S2 cells that expressed simultaneously HA-tagged SU(VAR)3-9 and V5-tagged RRP6 using the anti-HA antibody to pull down SU(VAR)3-9. The interaction with RRP6 was confirmed by western blotting.

We carried out a gene-ontology (GO) analysis with the RRP6 interactors. Many of the GO terms associated with the RRP6-interacting proteins were related to known functions of the exosome in *D*. melanogaster. Interestingly, the term “chromatin organization” was also significantly enriched (Fig 2B).

Two heterochromatin proteins in the list of interaction partners drew our attention: SU(VAR)3-9 and RPD3 (Fig 2A and S1 Table). HP1a was also detected in two out of three LC/MS-MS experiments. These three proteins are functionally related to each other, and their interactions with RRP6 suggest a functional link between heterochromatin and RRP6.

We performed co-immunoprecipitation experiments followed by Western blotting to validate the interactions between RRP6 and heterochromatin factors found in the LC/MS-MS. In a first series of experiments, we used the S2-RRP6-V5 cells to validate the interaction of the V5-tagged RRP6 with RPD3 and HP1a (Fig 2C and 2D). The interaction between SU(VAR)3-9 and RRP6 was analyzed using the cell line that expressed RRP6-V5 and HA-tagged SU(VAR)3-9 (Fig 2E and S2A Fig). These experiments confirmed that RRP6 interacts, directly or indirectly, with RPD3, SU(VAR)3-9 and HP1a.

In agreement with the interactions reported above, the distribution of RRP6-V5 overlapped with that of SU(VAR)3-9 as shown by IF (S2B Fig), and a proximity ligation assay (PLA) confirmed the close association of SU(VAR)3-9 with RRP6 *in situ* (S2C Fig). The distributions of RRP6 and SU(VAR)3-9 in nuclear fractions were also very similar to each other (S2D Fig).

### RRP6 silences a subset of transposons and heterochromatic repeats

We depleted S2 cells of RRP6 by RNA interference (RNAi), and we carried out RNA-seq analysis to determine whether RRP6 plays a role in the expression of heterochromatic sequences. 

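Gene counts were analysed for 4 RNA-seq libraries of S2 cells, 2 labelled RRP6-KD and 2 labelled GFP-KD. S2 cells are a Drosophila line of embryonic origin that expresses markers of hemocytes, the blood cells of the fly. According to S1 Text and S3 Fig, the cells received 20 µg dsRNA in each of 2 treatments and were harvested 96 h after the first. The authors mapped single-end reads with TopHat2 and counted reads per gene with HTSeq, and these raw counts were the starting point here. The reads assigned to genes numbered 27427624 and 22908811 in the GFP-KD libraries and 16050316 and 17055260 in the libraries labelled RRP6-KD, while the depth the paper states is that of sequenced reads. Groups were compared with edgeR's quasi-likelihood test after TMM normalization, over 9222 genes with enough counts, and p-values were adjusted by the Benjamini-Hochberg method. On simulated counts with the same depths and spread and 200 changed genes, the test called 42.1% of genes changed 2-fold and 92.3% changed 4-fold. Of its calls there, 9.57% were unchanged genes. The data gave far more calls, and such shares depend on how many genes change, so they may not hold for the data.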

Total RNA preparations from cells treated with dsRNA complementary to either *Rrp6* (*RRP6 cells*) or GFP (control *GFP cells*) were ribosome-depleted and reverse transcribed using random primers, and the resulting cDNAs were sequenced to a depth of over 30 M reads per sample. The experiments included two independent biological replicates. 

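The count of Rrp6, the gene targeted by the dsRNA, was higher and not lower in the libraries labelled RRP6-KD. Rrp6 encodes the nuclear exosome ribonuclease and lies on chromosome 3R from 14882498 to 14886246 on the minus strand of BDGP6.54. It had 1238 and 1055 counts in the GFP-KD libraries and 1338 and 1591 in the libraries labelled RRP6-KD. Normalized to depth, this was 47.5 ± 2.64 CPM (counts normalized to library size; SD, n = 2) in GFP-KD and 84.8 ± 1.52 CPM (SD, n = 2) in the libraries labelled RRP6-KD. The log2 fold change was 0.84 (standard error 0.118, adjusted p = 0.00258 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Directions are therefore given by library label, which this count runs against, while the paper's Western blot of S3A Fig runs toward less RRP6 protein. The count covers the whole gene, including the stretch from which the dsRNA was made. Dis3, the other catalytic subunit of the exosome, had 71.6 ± 0.888 and 77.1 ± 3.19 CPM in GFP-KD and in the libraries labelled RRP6-KD, a difference that did not pass the test (adjusted p = 0.543). Of 13 tested exosome subunits and cofactors, 4 were higher (4 when adjusted over the list alone), and none was lower with edgeR, DESeq2 or limma voom, nor at an unadjusted p under 0.05. Besides Rrp6 these were l(2)35Df, the helicase Mtr4, at 1.44-fold, and the core subunits Csl4 at 1.78-fold and Ski6 at 1.67-fold. Without GFP-KD replicate 2 only 1 of the 13 was higher, and without RRP6-KD replicate 2 only 2 were. The call of l(2)35Df was lost without GFP-KD replicate 1 (0.135) or GFP-KD replicate 2 (0.0534), those of Csl4 (0.0709 and 0.0937) and Ski6 (0.168 and 0.157) without GFP-KD replicate 2 or RRP6-KD replicate 2, and that of Ski6 also with limma voom (0.0562). The shift of the whole list relative to other genes did not pass (camera, adjusted p = 0.144). Su(var)3-9 had 25.5 ± 1.93 CPM in GFP-KD and 35.9 ± 4.21 CPM in the libraries labelled RRP6-KD (adjusted p = 0.0437), a call that was lost without GFP-KD replicate 1 (0.247), GFP-KD replicate 2 (0.116) or RRP6-KD replicate 2 (0.15), and with limma voom (0.0595). Su(var)205, which encodes HP1a, was lower, with a log2 fold change of -0.53 (standard error 0.113, adjusted p = 0.0143), and this call was lost without GFP-KD replicate 1 (0.109) and with library totals alone as the scaling (0.0645).

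**Figure D1:**
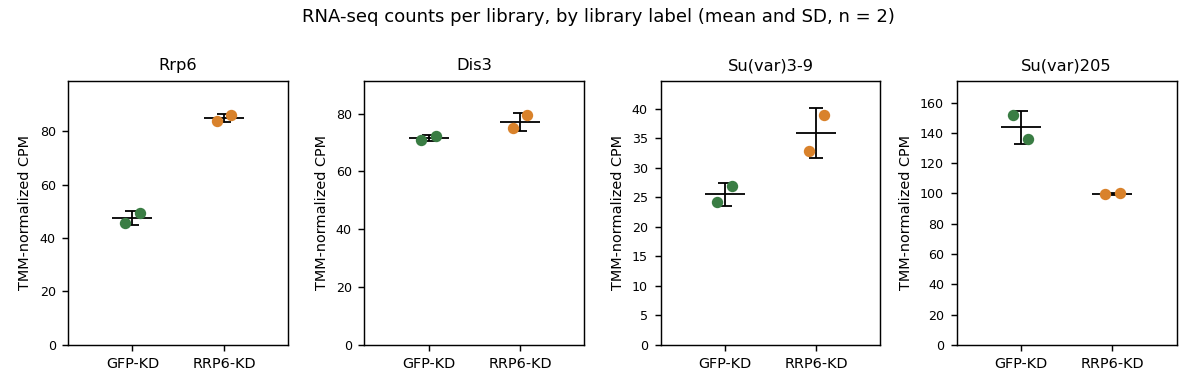
Normalized counts (CPM, TMM) of Rrp6, Dis3, Su(var)3-9 and Su(var)205 in each library, with mean and SD (n = 2) per library label. The Rrp6 dots lie at 45.6 and 49.3 CPM in GFP-KD and at 83.7 and 85.9 CPM in the libraries labelled RRP6-KD.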

The RRP6 levels were markedly reduced in the *RRP6 cells*, as expected (S3A Fig).

The analysis of RNA levels in the control *GFP cells* revealed the existence of significant expression over a large fraction of the genome, including heterochromatic regions that are rich in repetitive sequences, transposons and transposon fragments (Fig 3). 

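Most tested genes of ribosome biogenesis were higher in the libraries labelled RRP6-KD, while 9 of 16 tested hemocyte markers were lower. As the Rrp6 count runs against the labels, these directions hold for the labels as given. Of 15 tested ribosome biogenesis genes, 14 were higher and none was lower with edgeR over all tested genes (14 and 1 when adjusted over the list alone). Likewise 1 was lower with DESeq2, with no filter on low counts, at an unadjusted p under 0.05 and without RRP6-KD replicate 1. Among them were nop5, a box C/D snoRNP core protein, at 2.68-fold, the methyltransferase Fib at 1.89-fold, the pseudouridine synthase Nop60B at 2.21-fold and the RNA polymerase I subunit RpI12 at 2.54-fold. The median log2 fold change of the list was 0.87 (camera, adjusted p = 2.93e-08, or adjusted p = 0.80 with an estimated correlation). Of 16 hemocyte markers, 9 were lower, also 9 when adjusted over the list alone, and none was higher with edgeR, DESeq2 or limma voom, nor at an unadjusted p under 0.05. The secreted protein Glt fell 3.08-fold, the peroxidase Pxn 2.27-fold and the laminin LanB2 1.93-fold. The list's median log2 fold change was -0.66 (camera, adjusted p = 2.73e-06, or adjusted p = 0.418 with an estimated correlation), but without GFP-KD replicate 2 only 4 were lower, and without GFP-KD replicate 1 2 were higher. Of 15 neuronal genes, 4 were higher and 1 was lower, with the same counts when adjusted over the list alone (camera, adjusted p = 0.036, or adjusted p = 0.72 with an estimated correlation). Some listed genes, among them Fas2 and futsch, also stand in S3 Table, which the study drew from these libraries, so they are not independent evidence. Fas2, a cell adhesion protein, was 3.08-fold higher, the synaptic protein unc-13 2.50-fold and the microtubule protein futsch 1.90-fold; the vesicle transporter Vmat was 4.29-fold lower, a call lost without GFP-KD replicate 2 (0.0896) or RRP6-KD replicate 1 (0.0826). Of 88 genes taken as ribosomal protein genes by symbol alone, 13 were lower and 1, RpLP0-like, was higher. When adjusted over the list alone, 5 were lower and 1 was higher. The median of the list was -0.46 (camera, adjusted p = 3.92e-09, or adjusted p = 0.80 with an estimated correlation). That count of 13 was 5 without GFP-KD replicate 1, 1 without GFP-KD replicate 2, 66 without RRP6-KD replicate 1 and 6 without RRP6-KD replicate 2, and 46 with DESeq2 or with no filter, and 2 were higher without GFP-KD replicate 1.
Over all 9222 tested genes, 1068 were higher and 775 were lower in the libraries labelled RRP6-KD at an adjusted p under 0.05, of which 581 and 171 changed at least 2-fold. Without GFP-KD replicate 2 the lower genes numbered 427, with library totals alone 468 and with no filter 1173. Of all calls 57.9% were higher, and 71.4% with library totals alone as the scaling, which moved the median of all genes by 0.113 on the log2 scale. The share was 51.5% with no filter, and without RRP6-KD replicate 1 it was 48.5%, with 1050 genes higher and 1113 lower. Both libraries of one label lay above both of the other for 64.6% of genes, against 33.3% if all orders of libraries were equally likely. Genes vary together across the libraries, so no p goes with this gap. Cyp6d2, a cytochrome P450, rose 32.7-fold, from 1.89 ± 0.497 to 62.9 ± 6.68 CPM (SD, n = 2), and CG5955 24.5-fold, Ugt86Di, a glucuronosyltransferase, 20.4-fold and CG3397 14.0-fold. Among called genes with a mean of at least 5 CPM whose labels did not overlap, CG8620 had the highest fold of 40.4. Its call was lost without RRP6-KD replicate 1 or RRP6-KD replicate 2. The odorant-binding protein gene Obp99a was 7.03-fold lower, at 68.9 ± 4.12 CPM in GFP-KD and 9.82 ± 1.60 CPM in the libraries labelled RRP6-KD. Ser, which encodes a Notch ligand, was 4.91-fold lower, Cyp12a4 3.88-fold, the serine protease gene grass 3.70-fold and the glutamine synthetase gene Gs1 3.63-fold. Across 13272 genes the group means of log2 CPM had a Pearson correlation of 0.988; genes are not independent replicates, so it carries no p. Between single libraries, over the 9222 tested genes alone, the correlation was 0.987 for the GFP-KD pair, 0.990 for the RRP6-KD pair and 0.968 to 0.973 between labels. The 0.988 is for group means over more genes, so it cannot be set beside these values.

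**Figure D2:**
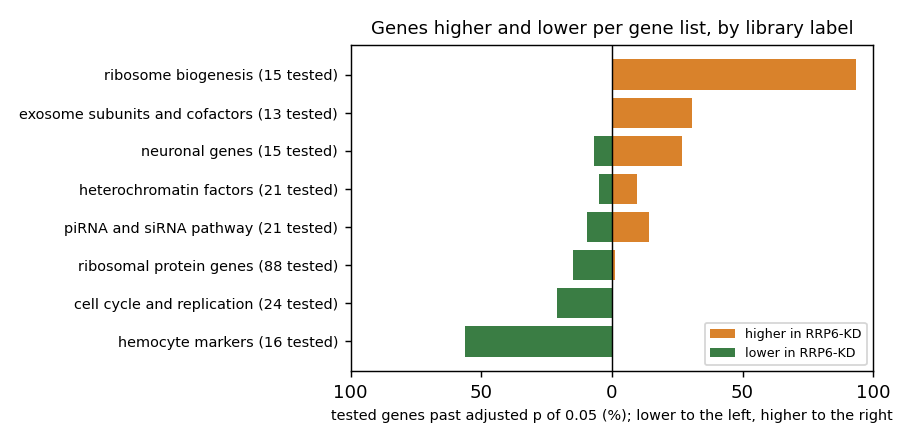
Share of the tested genes of 8 gene lists (in percent) that were higher (to the right) or lower (to the left) in the libraries labelled RRP6-KD at an adjusted p under 0.05. Ribosome biogenesis, with 14 of 15 genes, and hemocyte markers, with 9 of 16, lie at the ends.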

The depletion of RRP6 did not destabilize the transcriptome on a global scale (S4A Fig), but affected the levels of expression of different types of transcripts in good agreement with the results from Kiss and Andrulis [36], Graham et al. [37] and Lim et al. [35]. 

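Uniquely aligned reads outside annotated genes made up 5.06% and 6.74% in the libraries labelled RRP6-KD, against 4.34% and 3.35% in GFP-KD. The means were 5.90 ± 1.19% and 3.85 ± 0.699% (SD, n = 2), a difference of 2.05 percentage points, which was 1.21 without RRP6-KD replicate 2 and 2.90 without RRP6-KD replicate 1. Labels here are taken as given, against the direction of the Rrp6 count. The 95% binomial intervals, which cover counting error only, ran from 5.05% to 5.07% and from 6.73% to 6.75% for RRP6-KD, and from 4.33% to 4.35% and from 3.35% to 3.36% for GFP-KD. Each difference between replicates of a label was thus far larger than counting error. The share was higher in both libraries labelled RRP6-KD than in both GFP-KD libraries (exact permutation test, two-sided p = 0.333, the smallest p that 2 libraries against 2 allow). Reads that overlapped more than 1 gene made up 1.62% and 1.63% in RRP6-KD and 1.59% and 1.57% in GFP-KD. This share too was higher in both libraries labelled RRP6-KD, by 0.0488 percentage points (exact permutation test, two-sided p = 0.333). With alignments of multiply mapped reads in the denominator, the difference in reads outside genes was 0.134 percentage points and the labels overlapped, at 0.784% and 0.615% in GFP-KD and 0.724% and 0.944% in RRP6-KD (exact permutation test, two-sided p = 0.667). HTSeq's class holds reads outside the counted features, and as the paper's text does not name the feature type, it can hold intronic as well as intergenic reads.

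**Figure D3:**
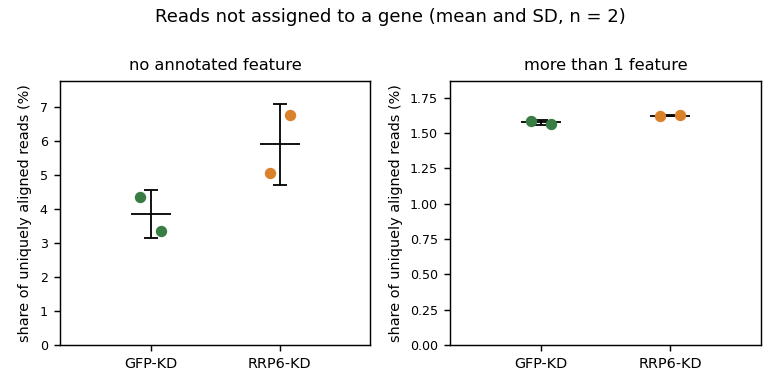
Reads outside annotated genes and reads overlapping more than 1 gene, each as a percent of uniquely aligned reads, per library with mean and SD (n = 2). Both libraries labelled RRP6-KD lie above both GFP-KD libraries in the first panel, and by a smaller margin in the second.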

The fraction of reads that mapped to intergenic sequences was significantly increased in *RRP6 cells* (Fig 3A, P < 0,0001), which is consistent with the role of RRP6 in the degradation of a large variety of non-coding and pervasive transcripts. 

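Of 181 tested snoRNA genes, 33 were higher in the libraries labelled RRP6-KD, with 33 when adjusted over the list alone, and none was lower with edgeR, DESeq2 or limma voom, nor at an unadjusted p under 0.05. Here too the direction follows the labels, which the Rrp6 count runs against. The snoRNAs guide modification and cleavage of rRNA. snoRNA:Me28S-A1322, a methylation guide for 28S rRNA, had 1.13 ± 0.189 CPM in GFP-KD and 40.2 ± 11.5 CPM in the libraries labelled RRP6-KD (SD, n = 2), 35.8-fold higher (adjusted p = 7.15e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). snoRNA:U3:54Ab, needed for early pre-rRNA cleavage, was 17.7-fold higher and snoRNA:nop5-x16-a 11.5-fold. The median log2 fold change of the snoRNA genes was 0.81 (camera, adjusted p = 2.93e-08, or adjusted p = 0.80 with an estimated correlation), but it was 0.13 without GFP-KD replicate 1 and 2.24 without GFP-KD replicate 2. The number of higher snoRNA genes was 122 without GFP-KD replicate 2 and 21 without RRP6-KD replicate 2, and 2 were lower without GFP-KD replicate 1. As a share of all gene counts, snoRNAs took 0.341% and 1.60% in the GFP-KD libraries and 1.72% and 1.13% in the libraries labelled RRP6-KD, so the labels overlapped (exact permutation test, two-sided p = 0.667). Non-coding genes with CR symbols were higher in 42 of 141 cases and lower in 2 (48 and 3 when adjusted over the list alone), with a median log2 fold change of 0.64 (camera, adjusted p = 7.32e-10, or adjusted p = 0.80 with an estimated correlation). No CR gene was lower without GFP-KD replicate 1 or without RRP6-KD replicate 2. CR43857 rose from 12.2 ± 1.29 to 119 ± 33.1 CPM, and CR43651 and CR43264 were 7.14-fold and 4.26-fold higher. CR43857 and some other CR genes also stand in S3 Table, which the study drew from these libraries, so they are not independent evidence. Higher genes made up 29.8% of CR genes, 18.2% of snoRNA genes and 11.1% of protein-coding genes (Fisher's exact test against protein-coding genes, p = 2.15e-09 and p = 0.00577, with genes taken as independent). Of the 105 rRNA and pre-rRNA genes in the files only 1 had any count, and CR41608 was among those at 0 in all 4 libraries, so pre-rRNA levels could not be compared from these counts.

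**Figure D4:**
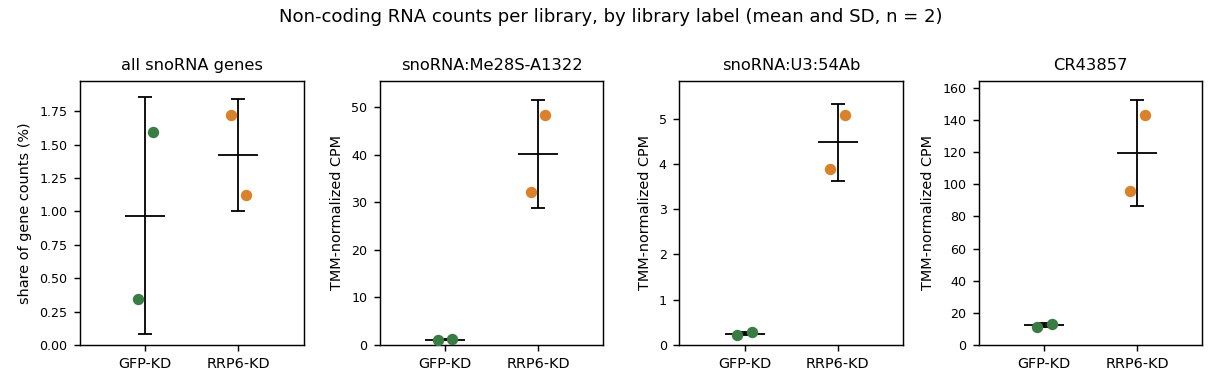
Share of gene counts in snoRNA genes (percent) and normalized counts (CPM, TMM) of snoRNA:Me28S-A1322, snoRNA:U3:54Ab and CR43857 in each library, with mean and SD (n = 2). The snoRNA share overlaps between labels, with GFP-KD replicate 1 lowest at 0.341%, while the 3 single RNAs do not overlap.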

Depletion of RRP6 caused an increase in the level of non-coding RNAs that are processed by the exosome, such as pre-rRNAs and some snoRNAs (S3B Fig). Depletion of RRP6 also increased the levels of transcripts derived from different types of heterochromatic repeats such as subtelomeric minisatellites and simple *gagaa* repeats (Fig 3B). Many transposons and transposon fragments showed increased transcript levels in *RRP6 cells* (Fig 3C, S4 Fig and S2 Table), including LTR retrotransposons, non-LTR retrotransposons and DNA transposons. However, not all transposons were affected (S4B Fig). Interestingly, we found that some elements of the same family showed increased or decreased transcript levels upon RRP6 depletion depending on their genomic insertion site (see for example *412* and *jockey* in S2 Table), which suggests that the genomic context has a stronger influence on the transcript levels than the transposon type. In summary, RRP6 is responsible for the silencing of a subset of transposons and repeats in the genome of *D*. *melanogaster*.

**Fig 3:**
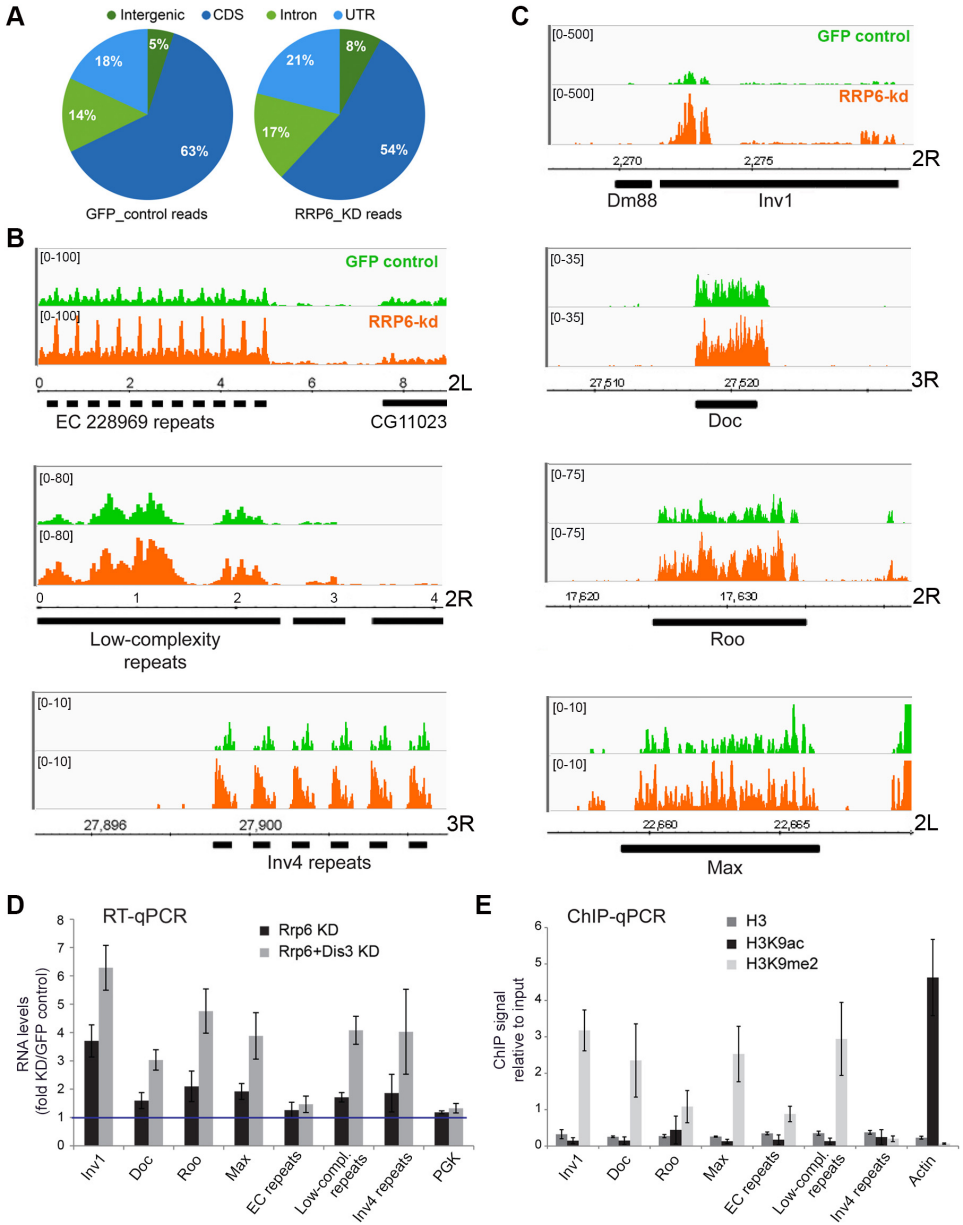
Genome-wide effects of RRP6 depletion on the transcriptome of S2 cells. The effects of RRP6 depletion on the steady-state expression levels were investigated by RNA-seq. Control experiments (GFP RNAi) were carried out in parallel and used as a reference. The expression levels in the control GFP cells and in RRP6-depleted cells expressed as reads per million (y-axis) are shown in green and orange, respectively. Genomic coordinates are indicated in the x-axis in B-C. (A) Pie diagram showing the effect of RRP6 depletion on the levels of different types of sequences, as indicated. (B) Examples of the effect of RRP6 depletion on the expression of repeat sequences. The upper and lower panels show subtelomeric regions of chromosome arms 2L and 3R, respectively, and the middle panel shows a region near the 2R centromere. (C) The effect of RRP6 depletion on the expression of selected transposon sequences. The genomic position of each sequence is indicated in the x-axis. (D) RNAi experiments were carried out to knock down RRP6 alone or RRP6 and DIS3 simultaneously. RNA was isolated and analysed by RT-qPCR using primer pairs designed to amplify selected sequences (the primer sequences are provided in the Supplementary Materials and Methods). The data was normalised to actin 5C RNA levels and expressed as a fold change compared to the levels observed in the GFP control. A protein-coding gene, *Pgk*, was analysed in parallel as a control. The histogram shows averages and standard deviations from three independent biological replicates. (E) ChIP experiments with antibodies against histone H3, H3K9ac, and H3K9me2 were carried out in untreated S2 cells to analyze the chromatin state of the selected genomic regions. Actin 5C was analyzed in parallel as a representative for euchromatin. The histogram shows averages and standard deviations from three independent biological replicates.

RT-qPCR experiments were carried out to validate the results from the RNA-seq experiments (Fig 3D). The ribonucleases RRP6 and DIS3 of *D*. *melanogaster* act on specific substrates, and have a certain redundancy [36]. We carried out, therefore, a double knockdown of RRP6 and DIS3. The increase in RNA abundances of selected retrotransposons and heterochromatic repeats was verified by RT-qPCR. Remarkably, an even greater stabilization of retrotransposon and repeat sequences was observed in cells depleted of both ribonucleases, whereas a protein-coding sequence (*Pgk* in Fig 3D) used as a control was not affected by the depletions. Depletion of DIS3 alone also resulted in increased levels of some heterochromatic transcripts (S3C Fig), which suggests that DIS3 contributes to the degradation of heterochromatic transcripts.

The heterochromatic transcripts derived from transposon and repeat elements that we analyzed in Fig 3D could be amplified by RT-qPCR using primer pairs that are 80–120 bp apart. This shows that these transcripts are relatively long non-coding RNAs or precursors to shorter RNA species.

The same sequences selected in Fig 3D were analyzed in control S2 cells by ChIP-qPCR using antibodies against histone H3, H3K9ac and H3K9me2 to investigate their chromatin state. The genomic regions that were upregulated in cells depleted of RRP6 and DIS3, with exception of the *Inv4 repeat* region in chromosome 3R, displayed low H3K9ac levels and high H3K9me2 levels (Fig 3E), which is characteristic of “classical/green” heterochromatin (according to the nomenclature of Filion et al. [38]).

### RRP6 degrades chromatin-associated transcripts and contributes to the compaction of heterochromatin

Next we asked whether RRP6 and DIS3 act on chromatin-associated RNAs. We carried out RNAi experiments to knock down RRP6 and DIS3 in S2 cells, extracted chromatin as for ChIP experiments, and isolated the RNA from the chromatin preparations. We then carried out RT-qPCR reactions with primers specific for selected heterochromatic sequences (Fig 4A). The levels of chromatin-associated transcripts increased 3–6 fold in cells depleted of RRP6 and DIS3, and the increase was similar to that observed for total RNA isolated from the same samples (compare light and dark bars in Fig 4A). Control RT-qPCR reactions without reverse transcriptase (RT–) ruled out any significant DNA contamination (S5A Fig). In summary, RRP6 and DIS3 are responsible for the degradation of heterochromatic transcripts.

**Fig 4:**
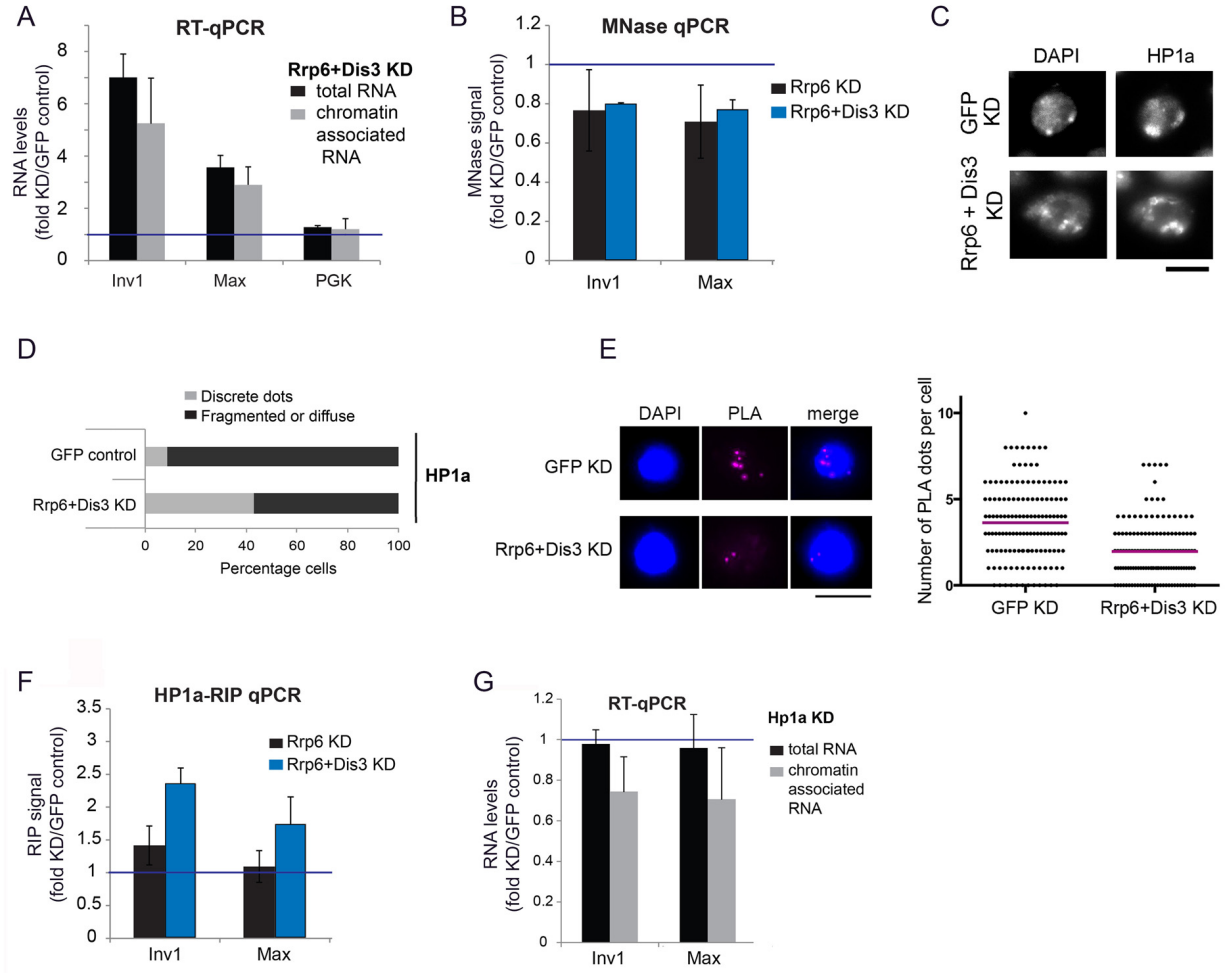
Depletion of exosome ribonucleases alters the compaction of the heterochromatin and increases the levels of heterochromatin-associated transcripts. (A) S2 cells were depleted of RRP6 and DIS3. Total RNA levels and chromatin-associated RNA levels were calculated for two selected heterochromatin sequences and a protein-coding gene (*Pgk*) as control. The data was normalized to actin 5C and expressed as a fold change relative to the GFP control. The histogram shows averages and standard deviations of three independent biological replicates. (B) MNase assays were carried out in S2 cells depleted of RRP6 or depleted of both RRP6 and DIS3. The digested chromatin was quantified by qPRC and compared to the corresponding chromatin in undigested samples. The values were normalized to a nucleosome-free region in the Hsp70 promoter (Petesch and Lis, 2008). The histogram shows the average values expressed as a fold change relative to the GFP control (blue line) calculated from four (for RRP6 KD) and two (for RRP6+DIS3 KD) independent biological replicates, respectively. The error bars represent standard deviations. (C) IF analysis of S2 cells after knock-down of RRP6 and DIS3. The figure shows examples of cells stained with antibodies against HP1a and counterstained with DAPI. The bar represents 5 μm. (D) Quantification of chromatin patterns in cells stained as in C. Cells were classified as either showing few discrete fluorescent dots, or fragmented or diffuse staining. The stacked bars show the percentage of cells in each class. (E) PLA analysis with antibodies against HP1a and histone H3 were carried out in S2 cells depleted of both RRP6 and DIS3, and in control cells treated in parallel with GFP-dsRNA. The images show examples of PLA staining (magenta) in cells counterstained with DAPI (blue). The graph shows the number of PLA dots per cell in each condition. The mean number of dots per cell (magenta line) was 3,63 in GFP control cells and 1,96 in cells depleted of Rrp6 and Dis3. The difference was highly significant (P<0.0001; two-tailed Mann Whitney test; n = 140 cells analyzed in each condition, from two independent experiments). (F) RIP experiments with an antibody against HP1a were performed to quantify the binding of HP1a with chromatin-bound RNAs derived from selected heterochromatic regions in control cells and in cells depleted of RRP6 and DIS3. The RIP signals of the knockdowns are expressed as fold changes relative to the GFP control samples (blue line). Averages and standard deviations from two biological replicates, each with two technical replicates, are presented. Note that the signals of the GFP samples were near background levels (S8 Fig). (G) S2 cells depleted of HP1a were analysed as in A. The data was normalised to actin 5C. Averages and standard deviations of three independent biological replicates are presented in the histogram.

We then asked whether the compaction of the heterochromatin was affected by the depletion of RRP6 and DIS3, and we investigated this issue using a micrococcal nuclease (MNase) assay of crosslinked chromatin [39]. We knocked down RRP6 and DIS3 in S2 cells and carried out MNase assays (S5B Fig) with chromatin extracted from the RNAi-treated cells. In cells depleted of RRP6 and DIS3, the heterochromatin sequences were less represented than in control cells (Fig 4B), which shows that depletion of RRP6 and DIS3 renders the chromatin more accessible to MNase.

The experiments presented in Fig 4A and 4B suggest that depletion of RRP6 and DIS3 leads to a more accessible chromatin structure and increases the amount of chromatin-associated transcripts in heterochromatic regions of the genome. ChIP-qPCR experiments using an antibody against the large subunit of RNA polymerase II (Pol-II) showed a very slight increase in the density of Pol-II in the same heterochromatic regions (S6 Fig). This minor increase in Pol-II density can hardly account for the remarkable increase in the amount of RNA bound to chromatin (Fig 4A), which suggests that the accumulation of chromatin-bound RNA observed in the cells depleted of RRP6 and DIS3 is not due to increased transcription but to reduced ribonucleolysis.

We also analyzed the effects of depleting RRP6 and DIS3 on the overall organization of the chromatin in S2 cells by IF. In GFP control cells, DAPI staining revealed one or few prominent DAPI-intense regions that were stained by the anti-HP1a antibody (Fig 4C and 4D). HP1a was also located at these sites but was widely distributed throughout the nucleus. In cells depleted of RRP6 and DIS3, the DAPI-intense regions were fragmented or diffuse, and these fragmented DAPI-intense regions were more strongly stained by the anti-HP1a antibody than in the GFP control cells. We further probed changes in chromatin compaction using a PLA-based assay with antibodies against HP1a and histone H3. The rational of this assay was that treatments that result in a more open chromatin conformation would reduce the interaction between HP1 and histone H3 (S7 Fig). Depletion of RRP6 and DIS3 resulted in a significant reduction of H3-HP1a interaction (Fig 4E), in agreement with the results from the MNase assay. Altogether, the results reported above suggest that depletion of RRP6 and DIS3 affects the overall organization of the chromatin.

Given the ability of HP1a to bind RNA in both *Drosophila* and fission yeast [6], [7], and taking into account that depletion of RRP6 and DIS3 results in increased levels of chromatin-associated transcripts (Fig 4A), we hypothesized that depletion of RRP6 and DIS3 would also lead to increased levels of HP1a bound to chromatin-associated transcripts. We carried out RIP-qPCR experiments to analyze this possibility. In control *GFP cells*, the levels of chromatin-bound RNA were very low (close to background levels) at the selected heterochromatic sites (S8 Fig), and the depletion of RRP6 and DIS3 resulted in a pronounced increase of transcripts crosslinked to HP1a (Fig 4F).

Studies in *S*. *pombe* suggested that Swi6, the ortholog of HP1a, plays a role in the delivery of heterochromatic RNAs to the RNA degradation machinery [7]. We asked whether HP1a played a similar role in *D*. *melanogaster*, and analyzed the effect of depleting HP1a on the levels of chromatin-associated RNAs by RT-qPCR. If HP1a facilitated the degradation of heterochromatic RNAs, depletion of HP1a would render the heterochromatic RNAs more stable. The levels of RNAs associated with selected heterochromatic regions of the genome, however, decreased by approximately 30% (Fig 4G). This result is difficult to reconcile with a role for HP1a in RNA degradation. It is instead compatible with a previous study by Piacentini et al. [6], in which HP1a depletion caused a specific reduction of HP1a-target transcripts in *D*. *melanogaster*. In summary, our results suggest that HP1a does not contribute to the degradation of chromosomal transcripts in *D*. *melanogaster*, but instead stabilizes chromatin-associated RNAs probably by binding to them and thereby preventing their degradation.

In another series of experiments, we asked whether catalytically inactive RRP6 mutants could reproduce the effects observed upon depletion of RRP6 and DIS3. We used two different RRP6 mutants, RRP6-Y361A-V5 and RRP6-D238A-V5, that carry single amino acid substitutions in the active site and act as dominant negative mutants [28], [40]. These inactive RRP6 proteins were overexpressed in S2 cells, and the levels of transcripts derived from retrotransposon and repeat sequences were analyzed by RT-qPCR (Fig 5A and 5B). S2 cells overexpressing the wild-type RRP6-V5 protein were analyzed in parallel for comparison purposes. Overexpression of the dominant negative mutant proteins, RRP6-Y361A-V5 and RRP6-D238A-V5, led to a significant increase of transcript levels (Fig 5B), which supports the conclusion that RRP6 is involved in the degradation of these transcripts. We also analyzed whether the overexpression of a catalytically inactive RRP6 mutant had any detectable effect on chromatin compaction using the PLA-based assay described above. The PLA signal obtained in S2 cells that overexpressed the wild-type RRP6-V5 protein was significantly higher than that obtained in cells that overexpressed the RRP6-Y361A-V5 mutant (Fig 5C). Altogether, our present findings suggest that RRP6 is important for the degradation of heterochromatin-associated transcripts that, when stabilized, recruit HP1a and compromise the organization of the heterochromatin.

**Fig 5:**
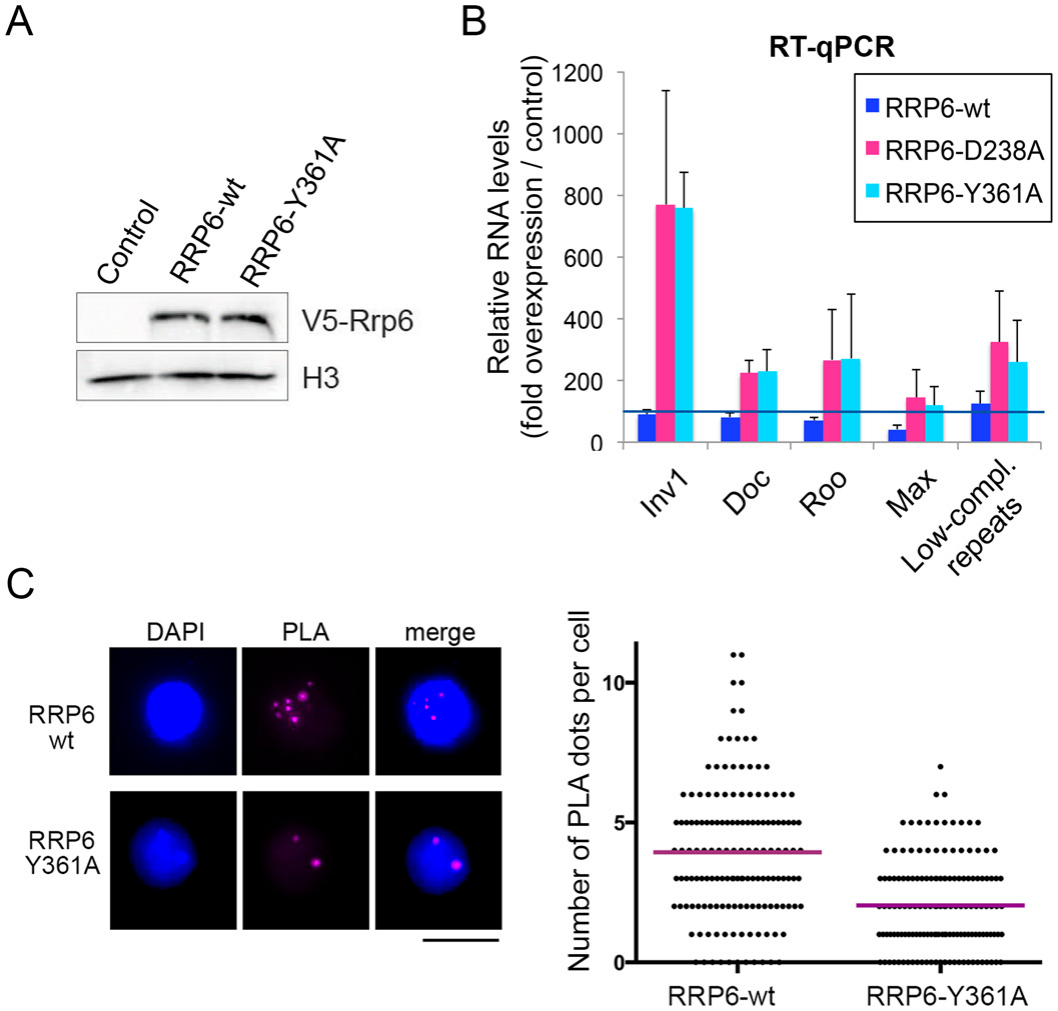
The catalytic activity of RRP6 is required for the silencing of transposon transcripts and for the maintenance of heterochromatin compaction. Wild-type RRP6-V5 or catalytically inactive mutants RRP6-Y361A-V5 and RRp6-D328A-V5 were expressed in S2 cells. Control cells that did not overexpress any protein were used in parallel for comparison. (A) Analysis of protein expression by Western blotting using an antibody against the V5 tag. Histone H3 served as loading control. (B) RT-qPCR analysis of transcript levels in cells that overexpress wither the wild-type RRP6-V5 or the catalytically inactive mutants. RNA was isolated and analyzed using primer pairs designed to amplify selected sequences, as indicated in the figure. The data was normalised to actin 5C mRNA levels and expressed as a fold change compared to the levels observed in the control cells (dark blue line). The histogram shows averages and standard deviations from three independent biological replicates. (C) PLA analysis of chromatin compaction using antibodies against HP1a and histone H3. The images show examples of PLA staining (magenta) in cells counterstained with DAPI (blue). The graph shows the number of PLA dots per cell in each condition. The mean number of dots per cell (magenta line) was 3,93 in the cells that overexpressed wild-type RRP6-V6 and 2,04 in cells that overexpressed RRP6-Y361A-V5. The difference was highly significant (P<0.0001; two-tailed Mann Whitney test; n = 150 cells analyzed in each condition, from two independent experiments).

### SU(VAR)3-9 contributes to the association of RRP6 to a subset of genomic loci

We carried out RNAi experiments to analyze the functional significance of the physical interactions between RRP6 and heterochromatin factors described in Fig 2. We depleted individual proteins in S2 cells (S9 Fig) and analyzed the effects of the depletion on the association of the remaining factors with the chromatin by semi-quantitative Western blotting. The chromatin preparations used for these experiments were native, non-fixed chromatin pellets prepared as in Fig 1E and 1F. These chromatin preparations were digested with RNase A to strip off RNA-bound proteins. A first series of RNAi experiments was carried out with S2 cells that expressed the HA-tagged SU(VAR)3-9. These experiments showed that the simultaneous depletion of RRP6 and DIS3 does not affect the association of SU(VAR)3-9 with the chromatin fraction nor the levels of H3K9me2 (Fig 6A and S10 Fig). In another series of RNAi experiments, we used S2 cells that expressed the V5-tagged RRP6 in order to analyze the association of RRP6 with chromatin. Depletion of HP1a did not cause a significant change in the association of RRP6 with the chromatin (Fig 6B). Instead, depletion of SU(VAR)3-9 reduced the amount of RRP6 in the chromatin fraction by 60% (Fig 6C) without a concomitant reduction in the levels of total RRP6 protein (S11 Fig). As expected, the SU(VAR)3-9 depletion also resulted in a very pronounced reduction of H3K9me2.

**Fig 6:**
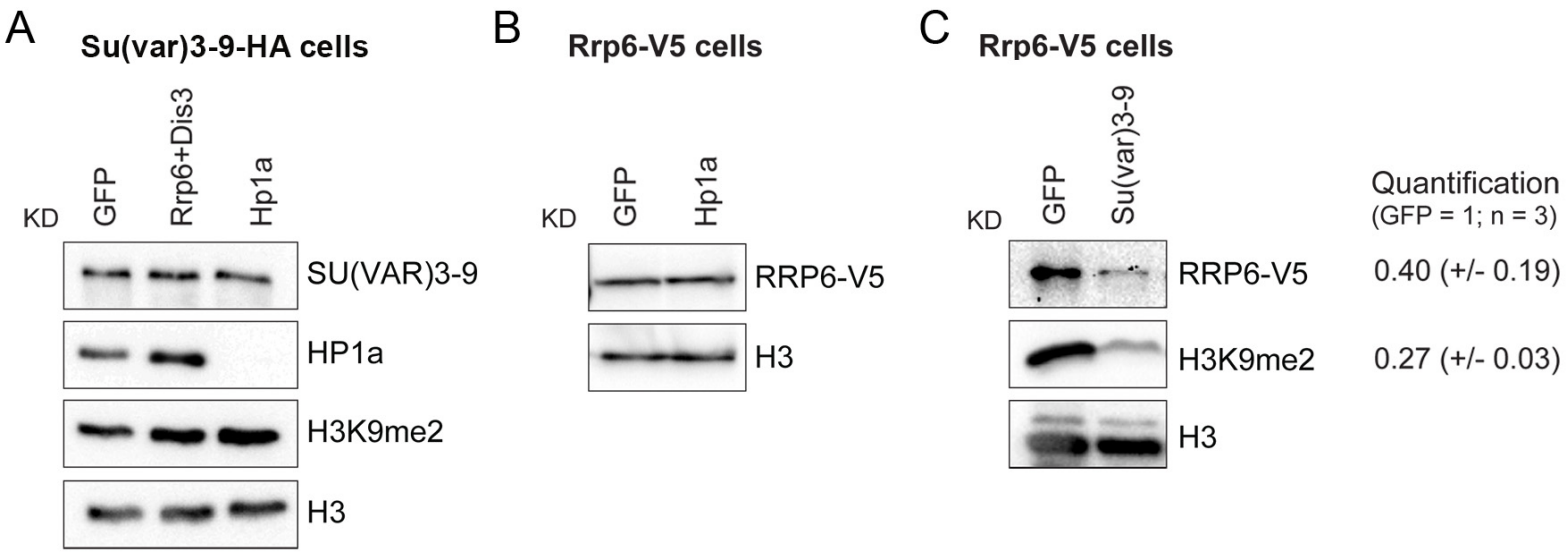
SU(VAR)3-9 depletion affects the association of RRP6 with chromatin. The association of selected proteins with the chromatin was analyzed by Western blotting using native chromatin preparations fractionated according to the scheme in Fig 1F. (A) Analysis of S2 cells that express the HA-tagged SU(VAR)3-9. The global levels of HP1a and SU(VAR)3-9 in the chromatin were analyzed in control cells (GFP) and in cells depleted of RRP6 and DIS3, or HP1a. The chromatin fractions were analysed using different antibodies, as indicated in the figure. An anti-HA antibody was used to detect SU(VAR)3-9. H3 and H3K9me2 served as controls. (B) Analysis of S2 cells that express the V5-tagged RRP6 depleted of HP1a. An anti-V5 antibody was used to detect RRP6 in the chromatin fractions. Depletion of HP1a does not affect the levels of RRP6 bound to the chromatin fraction. (C) Analysis of S2 cells that express the V5-tagged RRP6 depleted of SU(VAR)3-9. An anti-V5 antibody was used to detect RRP6. The quantification of the band intensities from three independent experiments is shown to the right. The standard deviations are given in parentheses. Histone H3 was used for normalization.

The experiments presented in Fig 6 suggest that SU(VAR)3-9 is required for the association of RRP6 with chromatin. To confirm this observation and to identify the genomic regions in which the interaction of RRP6 with the chromatin is dependent on SU(VAR)3-9, we carried out ChIP-seq experiments to analyse RRP6 occupancy after SU(VAR)3-9 depletion (S12A Fig). We used the S2 cells that expressed V5-tagged RRP6 to pull down RRP6 with high specificity with an anti-V5 antibody, and we used low-induction conditions to avoid overexpression artefacts. As in previous experiments, cells treated in parallel with GFP-dsRNA were used as a control. Approximately 40% of the RRP6-rich regions were associated with protein-coding genes, and 30% with intergenic regions of the genome (Fig 7A). The average gene profile confirmed the association of RRP6 with gene promoters as previously reported [32], [35] (S12B Fig). In agreement with the IF staining shown in Fig 1A, RRP6 was broadly distributed in all the chromosomes (Fig 7B). The number of RRP6-rich regions was approximately twice as high in the X chromosome as in the autosomes (Fig 7B, green bars), which is interesting due to the dosage-compensation mechanisms that operate in the male X chromosome of S2 cells. At the molecular level, the enrichment of RRP6 in the X chromosome can perhaps be explained by the interaction between RRP6 and the MSL dosage-compensation complex [41]. The highest RRP6 occupancy was found in the so-called “Uextra” chromosome, which consists of unmapped heterochromatic scaffolds (see Uextra in Fig 7B). This could reflect a true association of RRP6 with heterochromatin, but the interpretation of this observation is problematic due to the high repeat content of these scaffolds.

**Fig 7:**
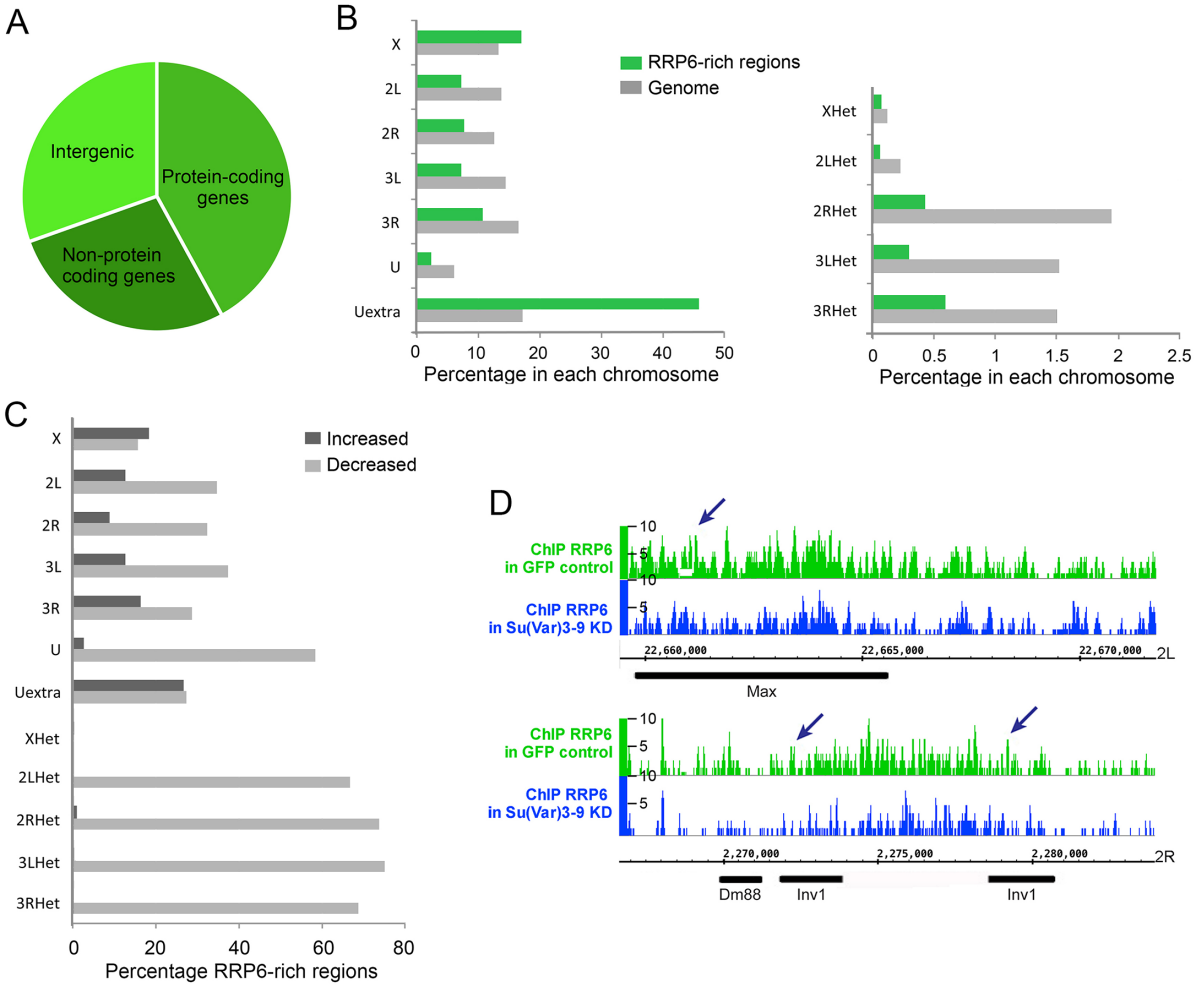
Depletion of SU(VAR)3-9 influences RRP6 genomic occupancy in S2 cells. ChIP-seq experiments were carried out using S2 cells that expressed V5-tagged RRP6 under low-induction conditions. Chromatin preparations from control GFP cells and from cells depleted of SU(VAR)3-9 were used for ChIP-seq using an anti-V5 antibody. (A) Pie diagram showing the association of RRP6-rich regions with different types of sequences in control cells. (B) Chromosome distribution of RRP6 expressed in control cells as percentage of RRP6-rich regions in each chromosome (green bars). Two different scales are shown due to the lower fraction of regions in the heterochromatic scaffolds compared to the rest of the chromosome arms. The grey bars indicate the fraction of the genome corresponding to each chromosome, for comparison. (C) Depletion of SU-VAR)3-9 affects RRP6 genomic occupancy. For each chromosome or scaffold, the number of RRP6-rich regions upregulated or downregulated is expressed as percentage of the number of changed regions relative to the number of regions in that same chromosome in control cells. The percentage of affected regions is much higher in heterochromatin. (D) RRP6 occupancy in the genomic regions analyzed in Fig 4. The arrows indicate the regions amplified in the qPCR assays.

The RRP6-rich regions identified by ChIP-seq overlapped with 967 gene loci. Approximately 20% of these RRP6-bound loci showed increased transcript levels in our RNA-seq analysis (RRP6/GFP log2 ratio > 1) (S3 Table). 

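Of the genes that S3 Table lists as increased, 97 had enough counts to be tested, and 71 of them were higher in the libraries labelled RRP6-KD (91 when adjusted over the list alone), with a median log2 fold change of 1.43. As the study chose these genes on the same libraries and labels, the count is not independent evidence, and the Rrp6 count runs against those labels. All 97 had a positive log2 fold change, and none was lower with edgeR, DESeq2 or limma voom, nor at an unadjusted p under 0.05. CG31279 was 12.9-fold higher, the cell adhesion gene Dscam2 7.32-fold and upd3, a cytokine of the JAK/STAT pathway, 6.99-fold. trx, which encodes a histone H3K4 methyltransferase, had 291 ± 8.42 CPM in GFP-KD and 540 ± 23.9 CPM in the libraries labelled RRP6-KD (SD, n = 2; adjusted p = 0.00228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Near the lower end CG9287, at 1.85-fold, did not pass the test (adjusted p = 0.0725). Another 122 listed genes had too few counts for the test. Of 10 tested genes from the decreased part of the table, 6 were lower (9 when adjusted over the list alone), and none was higher with any of these tools. The receptor gene LRP1 was 2.52-fold lower, CG10249 2.44-fold and the collagen gene vkg 2.23-fold, the last a call lost without GFP-KD replicate 2 (0.0592). By the ratio of group means of log2 CPM, 106 of the increased genes lay above 1 and 16 of the decreased genes below -1. With a prior count of 0.5 these numbers were 160 and 28, and with a prior count of 5 they were 70 and 10. From the increased transcript levels at RRP6-bound loci, the paper proposes that these loci make transcripts with a rapid turnover.

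**Figure D5:**
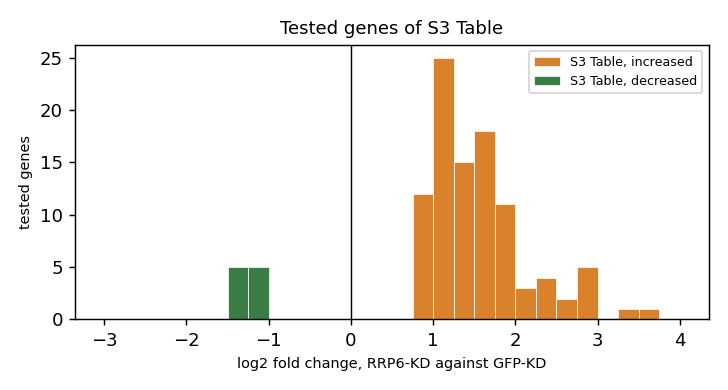
Number of tested genes of S3 Table by log2 fold change, RRP6-KD against GFP-KD by library label. The 97 genes of the increased part lie above 0 and the 10 genes of the decreased part below 0.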

A likely interpretation is that these loci produce rapidly turned over transcripts. However, the majority of RRP6-rich regions do not show changed RNA levels in the RNA-seq experiment, which is compatible with the fact that most RRP6-bound genes are protein-coding genes that produce transcripts that are relatively stable and protected from RRP6-mediated degradation (see Discussion). This observation also implies that RRP6 recruitment does not necessarily imply transcript degradation, as previously proposed by Lim et al. [35].

Depletion of SU(VAR)3-9 reduced the total number of RRP6-rich regions by almost 30%. The RRP6-rich regions downregulated after SU(VAR)3-9 depletion were distributed in all the chromosomes, but were more represented in heterochromatic sequences (Fig 7C and S12C Fig). For example, 22 out of the 32 (69%) RRP6-rich regions detected in the 3RHet scaffold of control GFP cells were reduced after SU(VAR)3-9 depletion. Instead, the euchromatic chromosome X was the least affected by the depletion, with only 16% downregulated RRP6-rich regions.

Interestingly, the number of RRP6-rich regions located in annotated transposon loci were reduced by 56% in the SU(VAR)3-9-depleted cells, which reveals that the association of RRP6 with many transposons is dependent on SU(VAR)3-9. For example, the Max-element and Inv1 transposon sequences analysed in Figs 3–5 showed reduced RRP6 occupancy (Fig 7D). The SUVAR3-9 depletion also influenced RRP6 occupancy in many other regions, including not only transposons but also complex repeats and gene arrays such as histone and rRNA sequences (S12 Fig). Simple repeats mapped to the Uextra scaffold were instead not consistently affected by SU(VAR)3-9 depletion.

We classified the genes present in RRP6-rich regions in two groups: those located in genomic regions with reduced RRP6-occupancy upon SU(VAR)3-9 depletion (SUV-dependent regions) and those located in regions that were not significantly affected by the SU(VAR)3-9 depletion (SUV-independent regions). The SUV-dependent regions were characterized by relatively low levels of RRP6 occupancy compared to SUV-independent regions (S13 Fig). The transcripts produced in SUV-dependent regions showed significantly higher expression levels than the average of the transcriptome (higher average RNA-seq signals in control *GFP cells*, S4 Table). Moreover, the transcripts produced in SUV-dependent regions were more sensitive to RRP6 depletion, as shown by the fact that the fraction of transcripts from SUV-dependent regions that showed increased levels in RRP6-depleted cells (RRP6/GFP log2 ratio > 1) was significantly higher than the fraction of increased transcripts genome-wide (significant difference with P<0,0001, S4 Table). This observation is consistent with a model in which SU(VAR)3-9 contributes to the association of RRP6 to genomic loci that generate transcripts that are more actively turned over by RRP6 than the average of the transcriptome.

We also analyzed the effect of RRP6 depletion on the expression of RRP6-bound transposons, and found a positive correlation between RRP6 occupancy and RNA fold change upon RRP6 depletion (S14 Fig).

Recent studies revealed a role for piRNAs in the heterochromatin of somatic cells during early development [9], [15]. Sequences complementary to TAS1 and TAS2 piRNAs [42] showed reduced RRP6 occupancy in cells depleted of SU(VAR)3-9 (S15 Fig), which suggests that RRP6 is active in chromatin regions that can act as piRNA sources.

In summary, the results of the RRP6 ChIP-seq data indicate that SU(VAR)3-9 facilitates the association of RRP6 with chromatin, and in particular with repetitive heterochromatic sequences such as retrotransposons and retrotransposon fragments. RRP6 is also associated with non-heterochromatic sequences such as protein-coding genes and intergenic sequences, but the association of RRP6 with euchromatic regions of the genome is less dependent on SU(VAR)3-9 levels (see Discussion).

## Discussion

### An RRP6-dependent mechanism of heterochromatin maintenance in *D*. *melanogaster*

HP1a and SU(VAR)3-9 play a central role in the formation, spreading and maintenance of heterochromatin (reviewed in [43]). We reveal here a novel role for the SU(VAR)3-9 methyltransferase of *D*. *melanogaster* in the binding of RRP6 to the heterochromatin. Moreover, our results suggest that the local degradation of heterochromatin-associated transcripts by RRP6 is required to maintain the compaction of a subset of heterochromatic loci in the genome of *D*. *melanogaster*.

We have shown that RRP6 interacts physically with HP1a and SU(VAR)3-9, and that RRP6 is associated with a subset of heterochromatic regions of the genome. Less RRP6 is bound to the heterochromatin in cells with reduced levels of SU(VAR)3-9, which indicates that SU(VAR)3-9 contributes to the targeting of RRP6 to heterochromatin. Although the RNAi experiments do not reveal whether the effect of SU(VAR)3-9 knockdown on RRP6 occupancy is direct or indirect, the fact that RRP6 and SU(VAR)3-9 colocalize and can be co-immunoprecipitated suggests that SU(VAR)3-9 facilitates the recruitment of RRP6 to the heterochromatin, or stabilizes the interaction of RRP6 with other chromatin components, through a physical interaction.

We have focused our analysis on RRP6, and the existence of multiple exosome subcomplexes in cells of *D*. *melanogaster* [44] makes it difficult to establish whether the entire exosome has a role in the heterochromatin. However, two observations suggest that this is the case. Firstly, the simultaneous depletion of both catalytic subunits of the exosome, RRP6 and DIS3, gave additive effects on the levels of chromatin-associated RNAs and on the association of HP1a to heterochromatic RNAs. Secondly, we have previously shown that a fraction of RRP4, a core exosome subunit, is also associated with chromatin [34]. Altogether, these observations suggest that the entire exosome, not RRP6 alone, is targeted to heterochromatic loci through an interaction with SU(VAR)3-9.

Depletion of RRP6 or simultaneous depletion of RRP6 and DIS3 led to a local increase in heterochromatic transcripts associated with subtelomeric and pericentromeric regions, without a significant increase in the density of RNA Pol-II at those regions. This suggests that under normal conditions the RRP6 and DIS3 degrade pervasive RNAs that are transcribed from the heterochromatin.

Direct MNase assays and PLA-based assays designed to measure the compaction of the chromatin revealed that the depletion of the exosome ribonucleases loosens the structure of the heterochromatin in the regions that accumulate heterochromatic non-coding RNAs, without affecting the levels of H3K9 methylation or the association of SU(VAR)3-9 with the chromatin. In *S*. *pombe*, deletion of the *rrp6* gene leads to a derepression of heterochromatin, and this effect is partly due to the fact that in the absence of RRP6 activity, aberrant RNA species accumulate in *S*. *pombe* and recruit the siRNA machinery in competition with the RNAi-dependent pathways of H3K9 methylation [30], [45]. The situation is different in *D*. *melanogaster*, as no change in H3K9me2 or SU(VAR)3-9 recruitment occurred when RRP6 and DIS3 were depleted.

What is then the mechanism by which the exosome ribonucleases influence the compaction of the heterochromatin in *D*. *melanogaster*? The HP1a ortholog in *S*. *pombe*, Swi6, is an RNA-binding protein, and non-coding RNAs can cause the eviction of Swi6 from the *S*. *pombe* heterochromatin by competing with H3K9me for Swi6 [7], [46]. The HP1a protein of *D*. *melanogaster* interacts with several RNA-binding proteins and can bind directly to RNA [6]. We have shown that depletion of RRP6 and DIS3 results in increased levels of non-coding transcripts associated with heterochromatin in *D*. *melanogaster* cells. HP1a-RIP signals at selected heterochromatic loci are also increased in cells depleted of RRP6 and DIS3. Altogether, these observations are consistent with a model in which RRP6, and perhaps also DIS3, participate in the degradation of heterochromatic non-coding RNAs that, if stabilized, would outcompete the binding of HP1a to the methylated H3K9 and would thereby disrupt the packaging of the heterochromatin (Fig 8).

**Fig 8:**
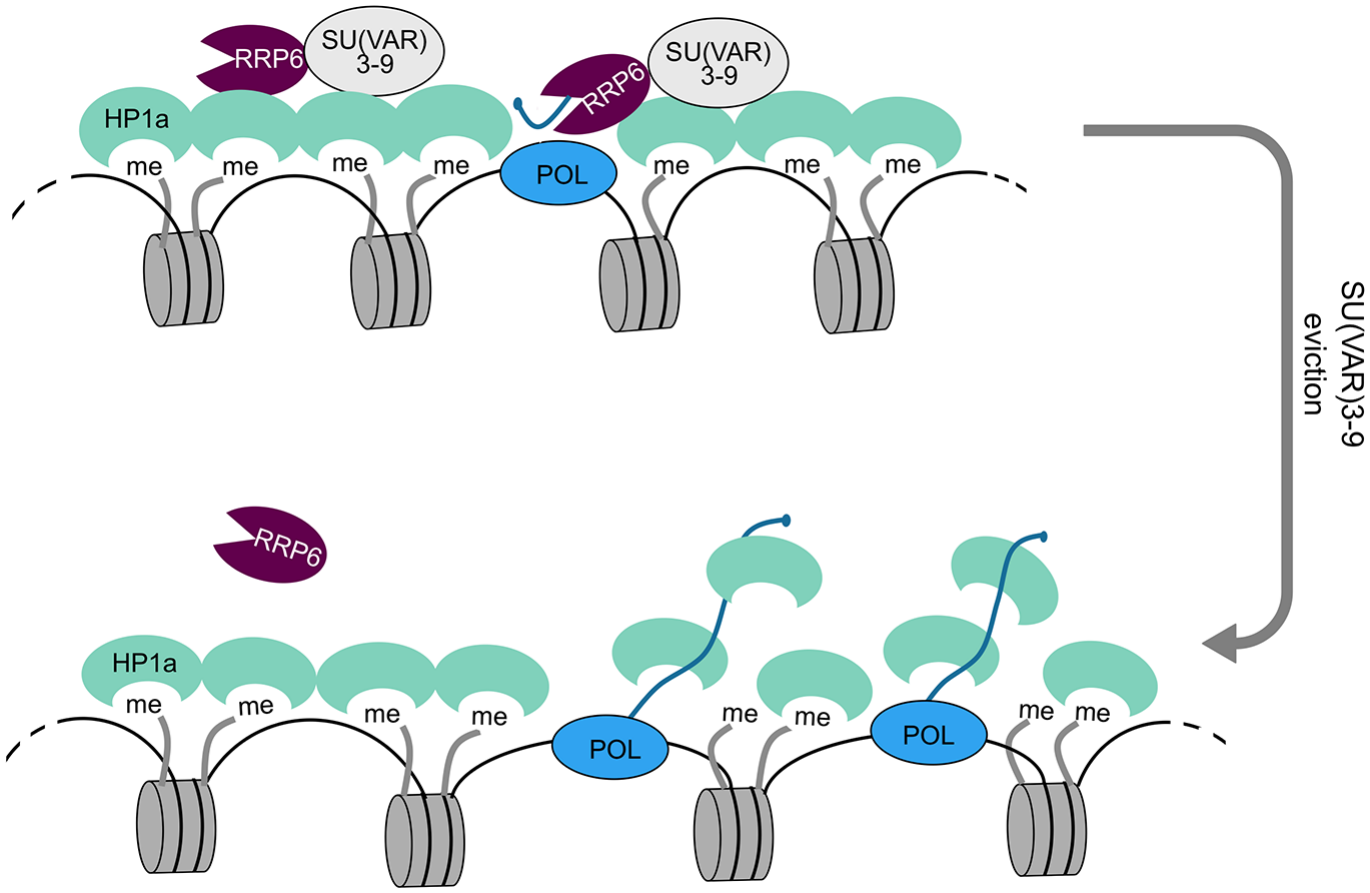
A model for the role of RRP6 in the maintenance of heterochromatin packaging. Heterochromatin domains are characterized by high levels of H3K9me2 and by the presence of HP1a and SU(VAR)3-9. Our results show that RRP6 interacts with SU(VAR)3-9 and that this interaction is important to tether RRP6 to the heterochromatin. Transcripts derived from sporadic transcription of heterochromatic repeat sequences are kept at low levels by RRP6 degradation. Failure to degrade such transcripts results in increased levels of chromatin-associated transcripts, increased binding of HP1 to the chromatin-associated transcripts, and chromatin decondensation.

### Specialized protein-protein interactions target RRP6 to different chromatin environments

RRP6 and the exosome act on many different types of transcripts and participate in many essential biological processes [17], [21], [22]. The existence of multiple mechanisms to target RRP6 to different types of transcripts, or even to different nuclear compartments, is thus not unexpected. The association of the exosome-or exosome subunits- with genes transcribed by RNA polymerase II (Pol-II) is mediated by interactions with different types of proteins. Co-immunoprecipitation experiments in *D*. *melanogaster* identified SPT5 and SPT6, two transcription elongation factors, as interaction partners for the exosome, which led to the proposal that the exosome is tethered to the transcription machinery during transcription elongation [20]. In *D*. *melanogaster*, the exosome is also tethered to protein-coding loci through interactions with the hnRNP protein HRP59/RUMP [34]. In human cells, a NEXT complex containing MTR4, the Zn-knuckle protein ZCCHC8, and the putative RNA binding protein RBM7 mediates an interaction between the exosome and Pol-II transcripts through the nuclear cap-binding complex [47], [48]. In many cases, these intermolecular interactions target the exosome to genomic loci that produce relatively stable transcripts, for instance protein-coding transcripts or stable non-coding RNAs. In these loci, the role of the exosome is primarily linked to RNA surveillance, not turnover.

Much less is known about the mechanisms that target the exosome or its individual subunits to non-protein coding RNAs in the heterochromatin. Our study of the RRP6 interactome in cells of *D*. *melanogaster* has revealed interactions between RRP6 and heterochromatin factors, and has established an important role for SU(VAR)3-9 in determining RRP6 occupancy. Depletion of SU(VAR)3-9 has a profound effect on the association of RRP6 with a subset of chromatin regions, including many transposon loci. Our present findings suggest that these regions, that we refer to as “SUV-dependent”, produce transcripts that are actively degraded by RRP6. SU(VAR)3-9 has less impact on the targeting of RRP6 to euchromatic protein-coding genes, where interactions with the Pol-II machinery and with mRNA-binding proteins play instead a decisive role. Altogether, the picture that emerges from many studies is that specialized protein-protein interactions target RRP6 to specific genomic environments where RRP6 participates in the processing, surveillance or degradation of specific RNA substrates.

## Materials and Methods

### Culturing conditions

S2 cells were cultured at 28°C according to the instructions of the *Drosophila Expression System* manual from Invitrogen. Stably transfected cells were cultivated in Schneider’s medium containing 300 μg/ml hygromycin B (Invitrogen) or 2 μg/ml puromycin (Invitrogen). The S2 cells stably transfected with plasmids for expression of V5-tagged RRP6 (S2-RRP6-V5) and mutant RRP6 (S2-RRP6-Y361A-V5) are described in [34] and [28], respectively.

### Plasmid preparation and stable transfection of S2 cells

The open reading frame of SU(VAR)3-9 was amplified by PCR and cloned into the pMT-puro Drosophila expression vector (Addgene). Detailed cloning information is given in the Supplementary Materials and Methods (S1 Text). The plasmid was transfected into S2 cells that already carried an expression construct for RRP6-V5. The Calcium Phosphate Transfection kit (Invitrogen) was used for the transfection.

A single amino-acid substitution D238A in *RRP6-V5* was made by oligonucleotide-directed site-specific mutagenesis using the Site-directed mutagenesis kit (Invitrogen) on the pMT-Rrp6 plasmid [34] as described in [28]. The sequences of the oligonucleotides used were 5'-CAGATCGCCATAGCTGTGGAGCACCACTC-3' (oligo Ae123) and 5'-GAGTGGTGCTCCACAGCTATGGCGATCTG-3' (oligo Ae124).

### Antibodies

The following antibodies were used in this study: anti-V5 (R960-25, Invitrogen), anti-HP1a (C1A9, Developmental Hybridoma Bank), anti-HA (ab9110, abcam), anti-RPD3 (ab1767, abcam), anti-tubulin (ab44928, abcam), anti-H3 (ab1791, abcam), anti-H3K9ac (ab10812, abcam), anti-H3K9me2 (ab1220, abcam and 302–32369, Wako), anti-CTD (ab5408, abcam). The anti-RRP6 antibody was a generous gift from E. Andrulis. Secondary antibodies conjugated to FITC, Texas Red or colloidal gold were purchased from Dako and Jackson ImmunoResearch Laboratories.

### Immunoprecipitation and high-performance liquid chromatography/tandem mass spectrometry

Immunoprecipitation and LC/MS-MS were performed as described in [34] using nuclear protein extracts prepared from S2 cells that expressed V5-tagged RRP6, or from “empty” control cells that were cultivated under the same conditions but did not express any V5-tagged protein. An enrichment probability value compared to negative controls was calculated for each protein identified, using a standard error model. More information about the mass spectrometry and bioinformatics analysis is given in [34] and in the Supplementary Materials and Methods (S1 Text). Significant interactions were identified using a false discovery rate (FDR) threshold of 0.01, as well as a minimum fold-difference of 2 compared to “empty” cells. Functional annotation and GO-enrichment analysis were performed using DAVID [49], with the parameter Ease set to 0.01.

### Co-immunoprecipitation experiments

S2 cells were resuspended in lysis buffer and homogenized using a glass homogenizer with a tight pestle B. After centrifugation, the supernatant (corresponding to the cytoplasm) was discarded. The pellet was resuspended in PBS that contained complete protease inhibitor, sonicated four times for 3–4 pulses each, and centrifuged at 16,000g for 15 min at 4°C. The supernatant was used for co-immunoprecipitation according to standard procedures. For details, see the Supplementary Materials and Methods (S1 Text). The samples were analysed by SDS-PAGE and western blotting.

### Fractionation of the cell nucleus

Nuclei were isolated from S2 cells and fractionated as described in [33]. The detailed protocol is provided in the Supplementary Materials and Methods (S1 Text). In short, S2 cells were resuspended in lysis buffer containing 0.2% Nonident P40 substitute, homogenized and centrifuged. The pellet (nuclei) was dissolved in PBS, sonicated and centrifuged again. The proteins of the supernatant were the *soluble* nuclear fraction. The pellet was digested with RNase A, and centrifuged. The proteins of the supernatant and pellet were the *chromosomal RNP* and *chromatin* fractions, respectively.

### Immunofluorescent staining of S2 cells and polytene chromosomes

S2 cells and polytene chromosome squashes were prepared and immunostained following standard methods as described in the Supplementary Materials and Methods (S1 Text). The slides were examined in either a Axioplan fluorescence microscope (Carl Zeiss) or an LSM 510 laser confocal microscope (Carl Zeiss). Co-localization was analyzed using the *Profile* function of the LSM 510 software by drawing a test line along the region of interest and measuring the relative fluorescence intensity along the line (in arbitrary units). Proximity ligation assays (PLA) were carried out using Duolink probes (Olink Bioscience) according to the procedures recommended by the manufacturer.

### Proximity ligation assay (PLA)

Cells were fixed with 3.7% formaldehyde in PBS for 10 min and permeabilized with 0.1% Triton X-100 for 15 min at room temperature. A blocking solution of 3% BSA in PBS was added for 40 min followed by 1 h incubation of the primary antibodies diluted in 0,3% BSA. The proximity ligation assay (PLA) was carried out using the Duolink PLA *in situ* kit (Olink) following the manufacturer’s protocol. The preparations were analyzed in an Axioplan fluorescence microscope (Carl Zeiss).

### Immuno-electron microscopy

S2 cells were fixed in 4% paraformaldehyde, cryoprotected, frozen by immersion in liquid nitrogen and cryosectioned. The primary antibodies were anti-RRP6 antibody [20] and anti-HP1a antibody. The secondary antibodies were conjugated to 6 nm and 12 nm gold particles (Jackson ImmunoResearch Laboratories). After immunolabelling, the sections were stained with 2% aqueous uranyl acetate, embedded in polyvinyl alcohol and examined in a FEI Tecnai G2 electron microscope at 80 kV.

### RNA interference in S2 cells

RNA interference was carried out essentially as described in [50]. More information and primer sequences are given in the Supplementary Materials and Methods (S1 Text).

### Real-time PCR (qPCR)

Real-time PCR (qPCR) was performed in a Qiagen RotorGene Q with KAPA SYBR Fast qPCR Master Mix (KAPA Biosystems). All primers used for qPCR are described in the Supplementary Materials and Methods (S1 Text). The qPCR assays followed the MIQE guidelines for primer design [51] and all primer pairs fulfilled quality criteria according to amplification and melting curves. Normalization of the qPCR data is described in the corresponding figure legend.

### RNA-seq

S2 cells were treated with dsRNA to knock down RRP6. Control cells were treated in parallel with dsRNA that was complementary to GFP. Total RNA was ribosome depleted and used to construct random-primed cDNA libraries for next-generation sequencing. The libraries were prepared and sequenced by GATC-Biotech AB on a HiSeq2500 sequencer to a depth of at least 30 M single-end reads per sample. RNA samples from two independent experiments were sequenced in parallel, each with a GFP control sample. Illumina fastq files were inspected with FastQC to assess quality of the reads. High quality reads were mapped with TopHat2 [52] to the *Drosophila melanogaster* genome assembly, build BDGP6 (Dm3). Details on sample preparation and data analysis are provided in the Supplementary Materials and Methods (S1 Text). The RNA-seq results were visually inspected against the April 2006 version of the *Drosophila melanogster* genome with the Integrative Genomics Viewer (https://www.broadinstitute.org/software/igv/) [53]. The data generated in this study are available at NCBI’s Gene Expression Omnibus (accession number GSE66640).

### Micrococcal nuclease (MNase) experiment

The MNase experiments were performed essentially as described by Petesch and Lis [39]. A detailed description is provided in the Supplementary Materials and Methods (S1 Text).

### ChIP-qPCR and ChIP-seq

ChIP-qPCR experiments were performed as described in [54]. A synthetic DNA-antibody complex was used as external reference to normalise the ChIP data [54]. RRP6-V5 cells were treated with dsRNA for either GFP (controls) or Su(Var)3-9, and used for ChIP-seq with anti-V5 antibody. DNA libraries were prepared by Zymo Research Epigenetics Services and were sequenced on a HiSeq2500 sequencer. ChIP-seq data are available at NCBI’s Gene Expression Omnibus (accession number GSE66640). Details on data analysis are provided in the Supplementary Materials and Methods (S1 Text).

### RNA immunoprecipitation (RIP) experiment

Cells were fixed and the chromatin was extracted as for ChIP experiments. After sonication of the chromatin, the genomic DNA was degraded for 30 min at 37°C with 100 U DNases (Thermo Scientific) and the sample was used for immunoprecipitation as described in the Supplementary Materials and Methods (S1 Text). RNA was extracted from the immunoprecipitated material with Trizol (Invitrogen) and the total RNA was transcribed into cDNA and analyzed with qPCR.

## Supporting Information

S1 Fig Partial colocalization of endogenous HP1a and RRP6 in *Drosophila* S2 cells. Immunofluorescent staining of fixed S2 cells with antibodies against RRP6 (green) and HP1a (red). The fluorescence profile in the right part of the image shows the co-variation of the fluorescent signals in each channel along an axis through the nucleus (white arrow). The distributions of RRP6 and HP1a are different, but both proteins colocalize in some regions of the nucleus. The blue arrows show regions of co-localization.
(PDF)

S2 Fig Partial colocalization of SU(VAR)3-9 and RRP6 in *Drosophila* S2 cells. (A) Simultaneous expression of V5-tagged RRP6 and HA-tagged SU(VAR)3-9 in S2 cells. S2 cells stably transfected with plasmids for expression of RRP6-V5 and the SU(VAR)3-9-HA (see Materials and Methods for details) were induced with different concentrations of CuSO_4_, and the expressions of the RRP6-V5 and the SU(VAR)3-9-HA proteins were detected by Western blotting using the anti-V5 antibody and the anti-HA antibody, respectively. Tubulin served as a loading control. (B) Colocalization of SU(VAR)3-9 and RRP6 in *Drosophila* S2 cells. Immunofluorescent staining of S2 cells that expressed HA-tagged SU(VAR)3-9 and V5-tagged RRP6. The cells were fixed and stained with antibodies against HA (green) and V5 (red). The fluorescence profile in the right part of the image shows the co-variation of the fluorescent signals in each channel along an axis through the nucleus (white arrow). The distributions of RRP6 and SU(VAR)3-9 are different, but both proteins colocalize in some regions of the nucleus (blue arrow). (C) Proximity ligation assay (PLA) showing close proximity between SU(VAR)3-9 and RRP6 in *Drosophila* S2 cells. S2 cells that expressed HA-tagged SU(VAR)3-9 and V5-tagged RRP6 were double stained with antibodies against HA and V5, and the proximity was assayed using DuoLink probes (red signal). The cells were counterstained with DAPI (blue). (D) Nuclear fraction analysis of the Rrp6—Su(var)3-9 cells. Protein expression in the Rrp6—Su(var)3-9 cells was induced with 200 μM CuSO_4_ overnight. The cells were harvested and the nuclei were isolated as described in Materials and Methods. The nuclei were separated into soluble (nucleoplasm), chromosomal RNP, and chromatin fractions according to the scheme shown in Fig 2A. The different fractions were analyzed by SDS-PAGE and Western blotting.
(PDF)

S3 Fig Depletion of exosome ribonucleases affects the levels of different types of transcripts in S2 cells. (A) Analysis of RRP6 knockdown efficiency. S2 cells were treated with long dsRNA against Rrp6, or against GFP as a control, to deplete the cells of RRP6 protein (see Supplementary Materials and Methods, S1 Text, for details). The cells were harvested 96 hours after the first dsRNA administration. The efficiencies of the knockdown treatments were determined by SDS-PAGE and Western blotting using an antibody against RRP6. Tubulin served as a loading control. The red asterisk in the figure indicates a background signal of the antibody. (B) RRP6 depletion resulted in pre-rRNA processing defects. RRP6 depletion inhibits the trimming of the 3' end of the pre-rRNA CR41608, as shown by the increased amount of RNA complementary to the 3' end of the gene (left panel). RRP6 is also needed for the processing of other functional RNAs, including snoRNAs, and depletion of RRP6 leads to increased levels of snoRNA transcripts (right panel). (C) Depletion of DIS3 resulted in increased levels of some heterochromatic transcripts. In S2 cells depleted of DIS3 (and GFP as control), the RNA levels of two selected heterochromatic transposon sequences (Inv1 and Max) were measured by RT-qPCR. The data from DIS3-KD cells and GFP control cells were normalized to Actin 5C and the results are expressed as a fold change comparing the levels obtained in the DIS3-KD with the levels in the GFP control (the blue line indicates no change). The bars represent averages and the error bars standard deviations from three independent biological replicates.
(PDF)

S4 Fig The effect of RRP6 depletion on the S2 transcriptome. S2 cells were treated with long dsRNA against Rrp6 to deplete the cells of RRP6 protein, or against GFP as a control, as in S3 Fig. Expression levels were analysed by RNA-seq and the figure shows comparisons between knockdown of RRP6 and the GFP control samples. (A) All ORF and ncRNAs (n = 13272). 1534 genes showed increased expression levels (average log2 ratio > 1, blue). 213 genes showed decreased expression levels (average log2 ratio < 1, orange). (B) Transposable elements (n = 1572). 75 transposons showed increased expression levels (average log2 ratio > 1, blue). 9 transposons showed decreased expression levels (average log2 ratio < 1, orange). r indicates Pearson’s correlation coefficient.

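Of 13272 genes with a count in any library, 1181 (8.90%) had a log2 ratio above 1 and 281 (2.12%) a log2 ratio below -1, with labels taken as given against the Rrp6 count. The ratio is the difference between the group means of log2 CPM with a prior count of 2. Of the 1181 genes, 786 had enough counts for a test and 553 were called higher, and of the 281 genes 192 were called lower (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Genes of low expression made up much of the first group, since 741 of them had under 1 CPM in GFP-KD. With prior counts of 0.5 and 5, 1938 and 760 genes lay above 1, and with 0.5, 553 genes lay below -1. With library totals alone as the scaling, 1483 genes lay above 1 and 192 below -1. Both lie nearer to the legend's numbers than 1181 and 281. Without RRP6-KD replicate 1, 471 genes lay below -1.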

(PDF)

S5 Fig Control experiments: RT(-) controls and micrococcal nuclease (MNase-qPCR) assays. (A) Analysis of genomic DNA contamination in cDNA samples. RNA samples (total RNA and chromatin-associated RNA) were treated with DNAse and reverse transcribed into cDNA as described in the Materials and Methods. RT (-) control reactions were processed in parallel without adding reverse transcriptase to the RT reaction mixture. The Actin 5C levels in RT(+) and RT(-) samples were analyzed by RT-qPCR and compared to each other to quantify possible genomic DNA contamination in the cDNA samples. The table shows data from three independent experiments (EXP I, II, III). The figures are the percentages of genomic contamination in the cDNA samples. (B) MNase experiments showed nucleosome density on analyzed regions of the genome. Chromatin prepared from S2 cells was treated with 20 U MNase or with no MNase (for details see the Materials and Methods). After DNA purification, the MNase-treated samples were compared to untreated samples by qPCR. A low value in a specific genomic region means that this region is nucleosome-free (or less condensed), while a high value in a genomic region points towards a more compact chromatin structure. Hsp70 was used as a control since the promoter is nucleosome-free and a positioned nucleosome is present in the coding region [39]. The figure shows averages and standard deviations from three independent experiments. These control experiments based on the analysis of the Hsp70 promoter showed that open chromatin regions were more accessible to MNase than compact regions, and are therefore less represented in the digested chromatin preparations. These experiments also showed that the three analyzed heterochromatic regions were approximately four times more represented than the open Hsp70 used as a control, which is consistent with the heterochromatic nature of these regions.
(PDF)

S6 Fig ChIP-qPCR analysis of Pol-II in cells depleted of RRP6 and DIS3. ChIP experiments with an antibody against RNA polymerase II in S2 cells depleted of RRP6 and DIS3. ChIP signals were calculated relative to the corresponding input sample. An external standard was used for normalization as described by Eberle et al. (2012) [54]. The histogram shows the average signals and standard deviations of the fold change obtained when comparing the ChIP signals in the Rrp6+Dis3 KD with those in the control GFP KD. Data from four independent biological replicates.
(PDF)

S7 Fig A PLA-based assay to analyse changes in chromatin compaction. S2 cells were analysed by PLA with antibodies against HP1a and histone H3. The rationale of the assay is that a more open chromatin conformation reduces the interaction between HP1a and histone H3. (A) PLA analysis of control S2 cells. The slides were counterstained with DAPI (blue). The figure shows negative control reaction with each of the antibodies separately. PLA signals (*magenta dots*) were observed only in the presence of both antibodies and were restricted to the cell nucleus, as expected. (B) PLA analysis of cells depleted of SU(VAR)3-9. A control experiment was carried out to assess the suitability of the H3-HP1a PLA assay to detect changes in chromatin compaction. The number of PLA dots per cells in cells depleted of SU(VAR)3-9 was compared to that observed in GFP control cells. The figure shows representative examples of the results obtained in each condition. (C) Quantitative analysis of the results of the experiment described in B. The graph shows the results obtained from 265 cells analysed in each condition. Depletion of SU(VAR)3-9 reduced more than three-fold the number of PLA dots per cell. This difference was highly significant (P<0.0001 in a two-tailed, nonparametric Mann Whitney test). The magenta bars in the graph indicated the mean value in each condition. Mean and SEM values for each condition are provided below the graph.
(PDF)

S8 Fig HP1a-RIP experiments showing the background levels. RIP experiments were performed with an anti-HP1a antibody (black bars) and no-antibody controls (neg; grey bars) (for details see Materials and Methods). The immunoprecipitated RNA was reverse transcribed into cDNA and specific sequences (Inv1, Max, and Actin) were analyzed by RT-qPCR. The data was set relative to the GFP sample. The figure shows averages and standard deviations obtained from two independent biological replicates, each quantified in duplicate. HP1a bound to RNA in the chromatin is undetectable in the GFP controls (RIP signals for HP1a are background levels), but a significant increase was measured in cells depleted of exosome ribonucleases (RIP signals above background levels).
(PDF)

S9 Fig Analysis of knockdown efficiencies. (A) S2 cells were treated with dsRNA against GFP (control), Hp1a, or Su(var)3-9. To analyze the knockdown efficiencies, total RNAs were purified and were reverse transcribed into cDNA, and the resulting cDNAs were analyzed by qPCR. The RNA levels were normalized to Actin 5C and expressed as a fold change compared to the GFP control. Averages and standard deviations of three (for Hp1a) and two (for Su(var)3-9) independent experiments are shown in the figure. (B) The Hp1a knockdown was also determined by Western blotting. Tubulin and H3K9me2 served as loading controls.
(PDF)

S10 Fig H3K9me2 analysis in cells depleted of RRP6 and DIS3. Depletion of RRP6 and DIS3 did not cause any significant change in the levels of H3K9me2 at the analysed sites. Chromatin was harvested from S2 cells depleted of GFP (as a control), RRP6, or RRP6 and DIS3 together. ChIP experiments were performed with the anti-H3K9me2 antibody. The ChIP signals were calculated relative to the corresponding input and normalized to an external reference DNA sequence that was added in the beginning of the experiment (see Eberle et al., 2012) [54]. The histogram shows the average signals and standard deviations expressed as a fold change compared to the GFP control from four independent biological replicates for RRP6 KD (black bars) and three for the double knockdown (grey bars), each with one qPCR run.
(PDF)

S11 Fig Analysis of RRP6 in S2 cells depleted of SU(VAR)3-9. (A) S2-RRP6-V5 cells were treated with dsRNA against GFP (control) or Su(var)3-9. Nuclei were isolated and fractionated, and the soluble and chromatin fractions were analysed by Western blotting. Reduced RRP6 signal was observed in the chromatin pellet but not in the soluble fraction, which suggests that the overall levels of expression of RRP6 are not reduced upon Su(Var)3-9 KD. (B) S2 cells were treated with dsRNA against GFP (control) or Su(var)3-9. Whole-cell extracts were prepared and analyzed by Western blotting.
(PDF)

S12 Fig RRP6 ChIP-seq analysis. ChIP-seq experiments were carried out using S2 cells that expressed V5-tagged RRP6 under low-induction conditions. The expression of Su(Var)3-9 was knocked down using dsRNA. Control cells were treated in parallel with GFP-dsRNA. (A) ChIP-seq parameters. The table indicates the number of reads mapped to the genome, the number of RRP6-rich regions determined by MACS version 2.1.0 with a q-value cutoff of 5.00e-02, the average length and fold enrichment of the peaks in each condition. (B) The meta-gene distribution of RRP6 computed by MACS2, including 1 kb upstream of the transcription-start site (TSS) and 1 kb downstream of the transcription-termination site (TTS). (C) Upregulated and downregulated RRP6-rich regions in the different chromosomes of *D*. *melanogaster*. The table also shows the chromosome distribution of RRP6-rich regions in control, GFP-treated cells. Upregulated RRP6-rich regions are regions that are found in cells depleted of Su(Var)3-9 but not in GFP control cells. Downregulated regions are those that are present in GFP control cells but not in Su(Var)3-9-depleted cells. Peaks with at least 50% length overlap were considered to be the same peak and were not considered changed in this analysis. (D) Examples of RRP6 occupancy in selected loci corresponding to different types of sequences, as indicated in the figure. The data was visualized and the images generated using the Integrated Genome Browser v. 8.1.11.
(PDF)

S13 Fig The effect of RRP6 depletion on the levels of transcripts originated from RRP6-bound genes. Scatter plot showing the levels of RRP6-occupancy in S2 cells (measured by ChIP-seq in control GFP cells) and the effect of RRP6 depletion (measured by RNA-seq in cells treated with RRP6-dsRNA compared to control GFP cells) for each transcript. Transcripts from SUV-dependent and SUV-independent genes are represented in different colors, as indicated. The Spearman’s rank correlation coefficient is indicated (r).
(PDF)

S14 Fig The effect of RRP6 depletion on the levels of transcripts originated from RRP6-bound transposons. Scatter plot showing the levels of RRP6-occupancy in S2 cells (measured by ChIP-seq in control GFP cells) and the effect of RRP6 depletion (measured by RNA-seq in cells treated with RRP6-dsRNA compared to control GFP cells) for each transposon. The Spearman’s rank correlation coefficient is indicated (r).
(PDF)

S15 Fig RRP6 occupancy in two genomic regions that generate piRNA during early development. ChIP-seq experiments were carried out using S2 cells that expressed V5-tagged RRP6 under low-induction conditions, as in S8 Fig. The expression of Su(Var)3-9 was knocked down using dsRNA. Control cells were treated in parallel with GFP-dsRNA. The image shows examples of RRP6 occupancy in two selected genomic regions that are known to generate piRNAs during early development (Yin & Lin, 2007; Nature 450:304–308). The data was visualized and the images generated using the Integrated Genome Browser v. 8.1.11.
(PDF)

S1 Table List of RRP6 interactors.

S2 Table List of most increased and most decreased transposon insertion sites.

S3 Table RRP6-bound genes showing differential expression upon RRP6 KD.

S4 Table Effect of RRP6 depletion on the expression of RRP6-bound genes.

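This table does not state the unit of its expression values, and its fold changes can be read in more than 1 way. The values here are for all genes in the same libraries, and how they compare rests on that reading. The 1181 genes with a log2 ratio above 1 had a mean log2 ratio of 1.49, or 0.448 on the log10 scale. Over all genes with a count, the mean log2 ratio was 0.14 and the mean expression in GFP-KD was 2.29 log2 CPM. These ratios follow the library labels, against which the Rrp6 count runs.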

S1 Text Supplementary Materials and Methods.

# Supplementary material for: An Interaction between RRP6 and SU(VAR)3-9 Targets RRP6 to Heterochromatin and Contributes to Heterochromatin Maintenance in Drosophila melanogaster
**Source:** PLoS Genet. 2015 Sep 21;11(9):e1005523. doi: 10.1371/journal.pgen.1005523
**Supplement:** S5 Fig — (A) Analysis of genomic DNA contamination in cDNA samples. RNA samples (total RNA and chromatin-associated RNA) were treated with DNAse and reverse transcribed into cDNA as described in the Materials and Methods. RT (-) control reactions were processed in parallel without adding reverse transcriptase to the RT reaction mixture. The Actin 5C levels in RT(+) and RT(-) samples were analyzed by RT-qPCR and compared to each other to quantify possible genomic DNA contamination in the cDNA samples. The table shows data from three independent experiments (EXP I, II, III). The figures are the percentages of genomic contamination in the cDNA samples. (B) MNase experiments showed nucleosome density on analyzed regions of the genome. Chromatin prepared from S2 cells was treated with 20 U MNase or with no MNase (for details see the Materials and Methods). After DNA purification, the MNase-treated samples were compared to untreated samples by qPCR. A low value in a specific genomic region means that this region is nucleosome-free (or less condensed), while a high value in a genomic region points towards a more compact chromatin structure. Hsp70 was used as a control since the promoter is nucleosome-free and a positioned nucleosome is present in the coding region [39]. The figure shows averages and standard deviations from three independent experiments. These control experiments based on the analysis of the Hsp70 promoter showed that open chromatin regions were more accessible to MNase than compact regions, and are therefore less represented in the digested chromatin preparations. These experiments also showed that the three analyzed heterochromatic regions were approximately four times more represented than the open Hsp70 used as a control, which is consistent with the heterochromatic nature of these regions.

A

% DNA contamination
(measured for Actin)

	EXP I	EXP II	EXP III
**total RNA**	0.0026	0.0064	0.00279
**chromatin associated RNA**	0.0043	0.0076	0.00093

B

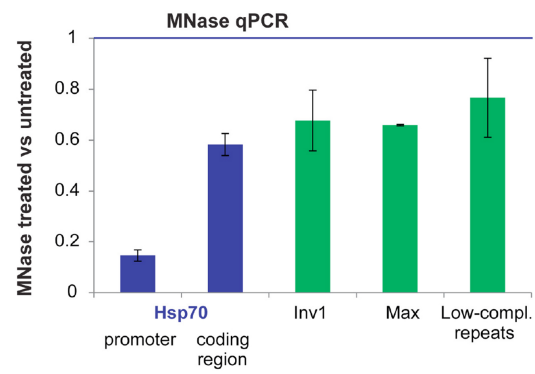

Figure S5

# Supplementary material for: An Interaction between RRP6 and SU(VAR)3-9 Targets RRP6 to Heterochromatin and Contributes to Heterochromatin Maintenance in Drosophila melanogaster
**Source:** PLoS Genet. 2015 Sep 21;11(9):e1005523. doi: 10.1371/journal.pgen.1005523
**Supplement:** S12 Fig — ChIP-seq experiments were carried out using S2 cells that expressed V5-tagged RRP6 under low-induction conditions. The expression of Su(Var)3-9 was knocked down using dsRNA. Control cells were treated in parallel with GFP-dsRNA. (A) ChIP-seq parameters. The table indicates the number of reads mapped to the genome, the number of RRP6-rich regions determined by MACS version 2.1.0 with a q-value cutoff of 5.00e-02, the average length and fold enrichment of the peaks in each condition. (B) The meta-gene distribution of RRP6 computed by MACS2, including 1 kb upstream of the transcription-start site (TSS) and 1 kb downstream of the transcription-termination site (TTS). (C) Upregulated and downregulated RRP6-rich regions in the different chromosomes of D. melanogaster. The table also shows the chromosome distribution of RRP6-rich regions in control, GFP-treated cells. Upregulated RRP6-rich regions are regions that are found in cells depleted of Su(Var)3-9 but not in GFP control cells. Downregulated regions are those that are present in GFP control cells but not in Su(Var)3-9-depleted cells. Peaks with at least 50% length overlap were considered to be the same peak and were not considered changed in this analysis. (D) Examples of RRP6 occupancy in selected loci corresponding to different types of sequences, as indicated in the figure. The data was visualized and the images generated using the Integrated Genome Browser v. 8.1.11.

A

Treatment	Sample	Nr. mapped reads	Nr. RRP6-rich regions	q-value cutoff	Average length (bp)	Average fold enrichment
GFP control	Input DNA	10,525,698				
Su(Var)3-9-KD	Input DNA	9,962,593				
GFP control	ChIP DNA	12,190,050	5447	5.00e-02	134,9	4,7
Su(Var)3-9-KD	ChIP DNA	8,191,052	4733	5.00e-02	120,5	5,5

B

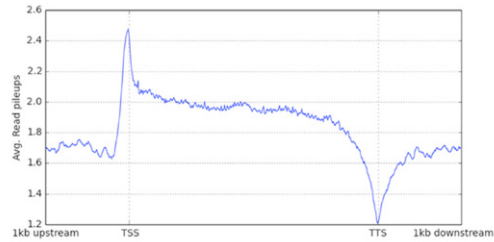

C

Chromosome	Nr. RRP6-rich regions in GFP control	Nr. regions downregulated in Su(Var)3-9 KD	Nr. regions upregulated in Su(Var)3-9 KD
X	928	146	151
2L	399	138	103
2R	424	137	74
3L	390	145	105
3R	582	166	134
4	5	5	6
U	132	77	20
Uextra	2505	683	220
XHet	4	0	1
YHet	4	3	1
3RHet	32	22	1
3LHet	16	12	1
2RHet	23	17	6
2LHet	3	2	0

D

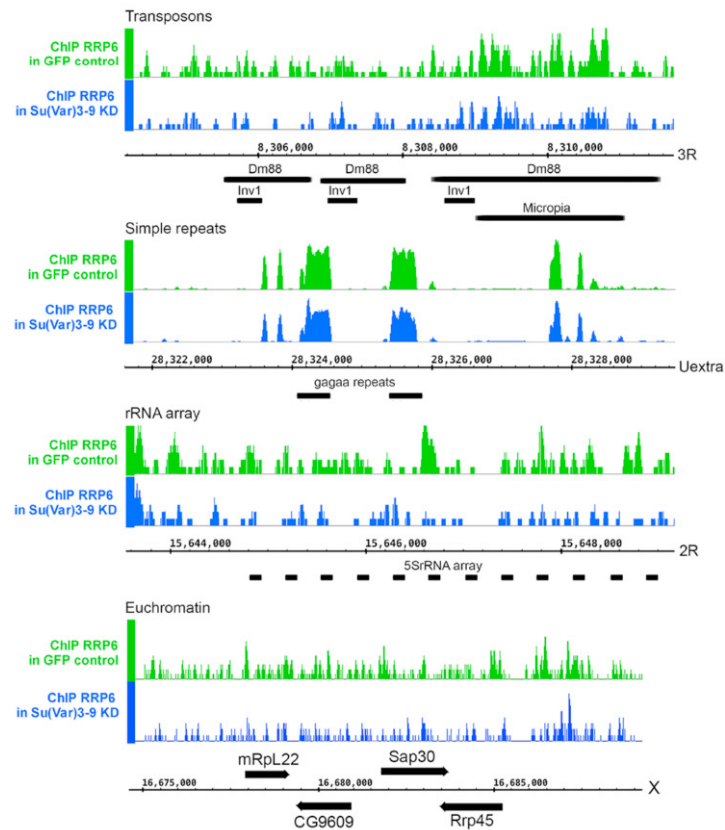

Figure S12

# Supplementary material for: An Interaction between RRP6 and SU(VAR)3-9 Targets RRP6 to Heterochromatin and Contributes to Heterochromatin Maintenance in Drosophila melanogaster
**Source:** PLoS Genet. 2015 Sep 21;11(9):e1005523. doi: 10.1371/journal.pgen.1005523
**Supplement:** S1 Table

Table S1. List of Rrp6 interactors (FDR < 0.01)

GI	Gene_Name*	P-value	Q-value	Log-fold-enrichment
45549251	misshapen CG16973-PA, isoform A	1E-15	8,71E-17	7,81
13560842	heat shock protein Hsp70Ba	1E-15	8,71E-17	7,79
24653408	Myb-interacting protein 120 CG6061-PA	1E-15	8,71E-17	7,03
17933682	small bristles CG1664-PA	1E-15	8,71E-17	6,90
71490	heat shock protein 26 - fruit fly	1E-15	8,71E-17	6,45
16265798	nucleosome remodeling factor large subunit NURF301	1E-15	8,71E-17	6,34
24647320	serpent CG3992-PB, isoform B	1E-15	8,71E-17	5,94
6434958	26S proteasome regulatory complex subunit p42D	1E-15	8,71E-17	5,88
28574115	CG4747-PA	1E-15	8,71E-17	5,81
24646242	MBD-R2 CG10042-PA, isoform A	1E-15	8,71E-17	5,75
17137252	viking CG16858-PA	1E-15	8,71E-17	5,70
24647046	Suppressor of variegation 3-9 CG6476-PB, isoform B	1E-15	8,71E-17	5,69
24658883	CG3800-PA	1E-15	8,71E-17	5,66
24645257	CG11033-PA	1E-15	8,71E-17	5,51
600424	FKBP39	1E-15	8,71E-17	5,46
17737397	Kruppel homolog 2 CG9159-PA	1E-15	8,71E-17	5,35
24652438	midlife-crisis CG11763-PA, isoform A	1E-15	8,71E-17	5,29
45550973	Phosphoethanolamine cytidyltransferase CG5547-PB	1E-15	8,71E-17	5,09
157906	maleless protein	1E-15	8,71E-17	5,04
7833	dynamin	1E-15	8,71E-17	5,01
24665814	CG6512-PB, isoform B	1E-15	8,71E-17	4,99
24640727	Bx42 CG8264-PA	1E-15	8,71E-17	4,94
24640482	female sterile (1) homoeotic CG2252-PB, isoform B	1E-15	8,71E-17	4,91
1170808	Longitudinals lacking protein, isoform G	1E-15	8,71E-17	4,88
24639372	CG8636-PA	1E-15	8,71E-17	4,86
18921137	Ribosomal protein L17 CG3203-PD, isoform D	1E-15	8,71E-17	4,83
24583463	Fatty acid (long chain) transport protein CG7400-PA	1E-15	8,71E-17	4,81
21392078	RE09547p	1E-15	8,71E-17	4,80
3676167	coatomer alpha subunit	1E-15	8,71E-17	4,79
18860081	Yippee CG1989-PA, isoform A	1E-15	8,71E-17	4,77
19921856	CG8230-PA	1E-15	8,71E-17	4,77
18859989	CG9281-PB, isoform B	1E-15	8,71E-17	4,74
24583731	crooked legs CG14938-PD, isoform D	1E-15	8,71E-17	4,70
78706838	Muscle-specific protein 300 CG33715-PD, isoform D	1E-15	8,71E-17	4,68
606751	RNA binding protein	1E-15	8,71E-17	4,65
17136888	RNA polymerase II elongation factor CG3710-PA	1E-15	8,71E-17	4,65
24660036	sec63 CG8583-PA	1E-15	8,71E-17	4,60

21356859	Rpn1 CG7762-PA	1E-15	8,71E-17	4,56
28573444	Rrp42 CG8395-PA	1E-15	8,71E-17	4,52
17862648	LD43057p	1E-15	8,71E-17	4,50
1401254	nucleoplasmin-like protein-short	1E-15	8,71E-17	4,45
24639109	CG14782-PA	1E-15	8,71E-17	4,44
19922030	Translocon-associated protein delta<br>CG9035-PA	1E-15	8,71E-17	4,44
18860035	Dlic2 CG1938-PA, isoform A	1E-15	8,71E-17	4,43
21355403	CG4452-PA, isoform A	1E-15	8,71E-17	4,43
20130427	CG2199-PA, isoform A	1E-15	8,71E-17	4,43
21356927	Ribosomal protein L35A CG2099-PA	1E-15	8,71E-17	4,39
28573655	pita CG3941-PA, isoform A	1E-15	8,71E-17	4,38
17864298	hoi-polloi CG3949-PA	1E-15	8,71E-17	4,36
16648488	SD05406p	1E-15	8,71E-17	4,35
17647893	Ribosomal protein S26 CG10305-PB,<br>isoform B	1E-15	8,71E-17	4,34
85816181	hangover CG32575-PB, isoform B	1E-15	8,71E-17	4,33
24646936	Rrp6 CG7292-PA	1E-15	8,71E-17	4,33
17137634	smt3 CG4494-PA	1E-15	8,71E-17	4,32
21430048	GM13065p	1E-15	8,71E-17	4,32
20129993	CG10131-PA	1E-15	8,71E-17	4,32
126746	205 kDa microtubule-associated protein	1E-15	8,71E-17	4,31
21357009	Ribosomal protein L18 CG8615-PA	1E-15	8,71E-17	4,24
45549187	Nucleosome remodeling factor - 38kD<br>CG4634-PA	1E-15	8,71E-17	4,22
17647879	Ribosomal protein L13 CG4651-PA, isoform<br>A	1E-15	8,71E-17	4,21
17933574	cut up CG6998-PA, isoform A	1E-15	8,71E-17	4,20
24642563	Nup153 CG4453-PA	1E-15	8,71E-17	4,19
158749	tubulin-beta-3	1E-15	8,71E-17	4,19
21357575	CTP phosphocholine cytidyltransferase 1<br>CG1049-PA	1E-15	8,71E-17	4,17
33589646	AT24152p	1E-15	8,71E-17	4,17
7919	unnamed protein product	1E-15	8,71E-17	4,17
2706522	ubiquitin activating enzyme	1E-15	8,71E-17	4,16
6491997	SPT6 protein	1E-15	8,71E-17	4,14
8444	unnamed protein product	1E-15	8,71E-17	4,11
4378008	ribosomal protein L22	1E-15	8,71E-17	4,09
21355245	CG6322-PA	1E-15	8,71E-17	4,09
17975579	Ribosomal protein S14a CG1524-PB,<br>isoform B	1E-15	8,71E-17	4,06
24641266	CG1737-PA	1E-15	8,71E-17	4,06
10334685	phosphoglycerate mutase	1E-15	8,71E-17	4,05
6093992	60S ribosomal protein L10 (QM protein<br>homolog) (dQM)	1E-15	8,71E-17	4,02
17647889	Ribosomal protein S17 CG3922-PB	1E-15	8,71E-17	4,01
19922464	eIF3-S8 CG4954-PA	1E-15	8,71E-17	3,99
17137198	Ribosomal protein L9 CG6141-PA, isoform<br>A	1E-15	8,71E-17	3,97
3953611	MCM7	1E-15	8,71E-17	3,97
17864162	Ribosomal protein S3A CG2168-PA, isoform<br>A	1E-15	8,71E-17	3,96
18859933	lethal (1) G0022 CG8231-PA	1E-15	8,71E-17	3,94
19922746	Ribosomal protein S16 CG4046-PA	1E-15	8,71E-17	3,93

17648041	Trip1 CG8882-PA	1E-15	8,71E-17	3,93
24583646	CG4738-PA	1E-15	8,71E-17	3,92
24657454	CG1316-PA	1E-15	8,71E-17	3,90
24664062	CG32138-PA, isoform A	1E-15	8,71E-17	3,88
16185578	LD42783p	1E-15	8,71E-17	3,87
24762707	CG4806-PA	1E-15	8,71E-17	3,85
103304	phosphoprotein phosphatase (EC 3.1.3.16)<br>65K regulatory chain - fruit fly	1E-15	8,71E-17	3,84
17157991	thioredoxin peroxidase 1 CG1633-PA,<br>isoform A	1E-15	8,71E-17	3,83
24655737	beta-Tubulin at 56D CG9277-PB, isoform B	1E-15	8,71E-17	3,81
19921802	CG2158-PA	1E-15	8,71E-17	3,81
17136574	Ribosomal protein S27A CG5271-PA	1E-15	8,71E-17	3,80
17137572	Elongation factor 1alpha48D CG8280-PA,<br>isoform A	1E-15	8,71E-17	3,79
28571526	CG31549-PA	1E-15	8,71E-17	3,79
24645909	CG5214-PA	1E-15	8,71E-17	3,77
17738165	Heat shock protein 68 CG5436-PA	1E-15	8,71E-17	3,75
17737967	Heat shock protein cognate 4 CG4264-PA,<br>isoform A	1E-15	8,71E-17	3,75
19921654	CG10417-PA, isoform A	1E-15	8,71E-17	3,74
19921922	Ribosomal protein L31 CG1821-PB, isoform<br>B	1E-15	8,71E-17	3,74
24585720	CG1416-PA, isoform A	1E-15	8,71E-17	3,73
24665395	CG4169-PA	1E-15	8,71E-17	3,70
17647521	Heat shock protein 27 CG4466-PA	1E-15	8,71E-17	3,70
19528335	LD21358p	1E-15	8,71E-17	3,66
24656161	CG1244-PA, isoform A	1E-15	8,71E-17	3,64
19922004	Rpb5 CG11979-PA	1E-15	8,71E-17	3,64
17738077	Ribosomal protein S20 CG15693-PA	1E-15	8,71E-17	3,63
1666637	histone deacetylase	1E-15	8,71E-17	3,62
1168016	26S protease regulatory complex non-<br>ATPase subunit	1E-15	8,71E-17	3,58
19921810	CG8707-PA	1E-15	8,71E-17	3,57
6433838	DNop5 protein	1E-15	8,71E-17	3,57
17864148	gamma-coatomer protein CG1528-PA,<br>isoform A	1E-15	8,71E-17	3,57
6942155	putative cytoplasmic aminopeptidase	1E-15	8,71E-17	3,57
17945866	RE39378p	1E-15	8,71E-17	3,56
17647553	ken and barbie CG5575-PA	1E-15	8,71E-17	3,55
21356869	Su(z)12 CG8013-PA, isoform A	1E-15	8,71E-17	3,54
16197833	GH10480p	1E-15	8,71E-17	3,54
21428348	GM02257p	1E-15	8,71E-17	3,51
17647885	Ribosomal protein L18A CG6510-PA	1E-15	8,71E-17	3,51
1072120	nucleosome assembly protein NAP-1	1E-15	8,71E-17	3,50
21355533	CG8108-PB, isoform B	1E-15	8,71E-17	3,49
78707302	kayak CG33956-PD, isoform D	1E-15	8,71E-17	3,49
45549221	Suppressor of variegation 3-7 CG8599-PA	1E-15	8,71E-17	3,49
24649976	Ribosomal protein S27 CG10423-PA	1E-15	8,71E-17	3,47
6631000	bonus	1E-15	8,71E-17	3,46
18860045	Klp10A CG1453-PA, isoform A	1E-15	8,71E-17	3,46
54650868	GM06787p	1E-15	8,71E-17	3,45
4325130	dMi-2 protein	1E-15	8,71E-17	3,45
16768870	LD09503p	1E-15	8,71E-17	3,39

157810	laminin receptor	1E-15	8,71E-17	3,38
1305408	D-stat protein short form	1E-15	8,71E-17	3,38
24584738	CG31739-PA	1E-15	8,71E-17	3,38
24658349	CG10630-PA	1E-15	8,71E-17	3,37
17136324	Ribosomal protein S3 CG6779-PA	1E-15	8,71E-17	3,37
17136986	twinstar CG4254-PA	1E-15	8,71E-17	3,37
21358013	CG1957-PA, isoform A	1E-15	8,71E-17	3,36
17137796	G protein salpha 60A CG2835-PB, isoform B	1E-15	8,71E-17	3,35
24653714	Boundary element-associated factor of 32kD CG10159-PB	1E-15	8,71E-17	3,35
62471723	CG33505-PA	1E-15	8,71E-17	3,35
8356	protein kinase	1E-15	8,71E-17	3,34
17737290	Ribosomal protein S6 CG10944-PB, isoform B	1E-15	8,71E-17	3,34
17975567	Ribosomal protein S15Aa CG2033-PD, isoform D	1E-15	8,71E-17	3,33
16768790	LD03515p	1E-15	8,71E-17	3,33
19922556	CG5482-PA	1E-15	8,71E-17	3,33
2950374	C-terminal binding protein	1E-15	8,71E-17	3,30
17737463	Imitation SWI CG8625-PA, isoform A	1E-15	8,71E-17	3,30
17647581	lark CG8597-PA, isoform A	1E-15	8,71E-17	3,30
2947310	nucleoporin	1E-15	8,71E-17	3,29
158200	Dras1 protein	1E-15	8,71E-17	3,29
13446610	putative exoribonuclease DIS3	1E-15	8,71E-17	3,29
20129705	Ribosomal protein L21 CG12775-PA	1E-15	8,71E-17	3,29
17137740	Proteasome p44.5 subunit CG10149-PB, isoform B	1E-15	8,71E-17	3,28
18860087	eIF-2alpha CG9946-PA	1E-15	8,71E-17	3,28
19923002	CG12030-PA	1E-15	8,71E-17	3,28
17737731	Ribosomal protein LP0 CG7490-PA	1E-15	8,71E-17	3,27
19921464	CG6453-PA	1E-15	8,71E-17	3,24
24647704	Splicing factor 1 CG5836-PA	1E-15	8,71E-17	3,23
17946442	RE67757p	1E-15	8,71E-17	3,23
158821	zinc-finger homeodomain protein 1	1E-15	8,71E-17	3,22
11024346	heat shock protein Hsp70Aa	1E-15	8,71E-17	3,22
21355591	Srp68 CG5064-PA	1E-15	8,71E-17	3,22
22024141	Ribosomal protein S23 CG8415-PA	1E-15	8,71E-17	3,20
2290597	RACK1	1E-15	8,71E-17	3,19
158769	ubiquitin	1E-15	8,71E-17	3,18
24643970	CG14648-PB, isoform B	1E-15	8,71E-17	3,17
24584645	CG31738-PB, isoform B	1E-15	8,71E-17	3,15
24586291	Cyt-b5 CG2140-PB, isoform B	1E-15	8,71E-17	3,14
17136564	alpha-Tubulin at 84B CG1913-PA	1E-15	8,71E-17	3,11
24643266	CG14200-PA	1E-15	8,71E-17	3,11
8488	unnamed protein product	1E-15	8,71E-17	3,10
28571872	baiser CG11785-PA	1E-15	8,71E-17	3,09
24586038	CG17266-PA	1E-15	8,71E-17	3,09
17865835	Rab-protein 7 CG5915-PA	1E-15	8,71E-17	3,08
17736973	Rab-protein 5 CG3664-PE, isoform E	1E-15	8,71E-17	3,06
21358459	Ribosomal protein S7 CG1883-PA, isoform A	1E-15	8,71E-17	3,05
45550830	Nup358 CG11856-PA	1E-15	8,71E-17	3,05
3309275	karyopherin alpha 3	1E-15	8,71E-17	3,04
24649978	CG11875-PA	1E-15	8,71E-17	3,03

21357547	CG8863-PA, isoform A	1E-15	8,71E-17	3,01
24668543	Isoleucyl-tRNA synthetase CG11471-PA, isoform A	1E-15	8,71E-17	3,01
156750	actin	1E-15	8,71E-17	3,01
24651986	Suppressor of variegation 2-10 CG8068-PI, isoform I	1E-15	8,71E-17	2,99
19921728	CG11107-PA	1E-15	8,71E-17	2,98
25012530	RE33426p	1E-15	8,71E-17	2,97
558485	ribosomal protein DL11	1E-15	8,71E-17	2,97
19921434	CaBP1 CG5809-PA	1E-15	8,71E-17	2,92
17647529	Heat shock protein 83 CG1242-PA	1E-15	8,71E-17	2,91
24639740	lethal (1) G0334 CG7010-PC, isoform C	1E-15	8,71E-17	2,90
440853	ribosomal protein S4	1E-15	8,71E-17	2,89
21355785	CG8436-PA	1E-15	8,71E-17	2,88
2209280	SLY1 homologous	1E-15	8,71E-17	2,87
25012218	LD02622p	1E-15	8,71E-17	2,87
20128923	CG2918-PA	1E-15	8,71E-17	2,86
6517192	Drab2	1E-15	8,71E-17	2,85
17737907	Ribosomal protein L3 CG4863-PA, isoform A	1E-15	8,71E-17	2,84
24583962	CG5787-PA	1E-15	8,71E-17	2,82
2245467	DUG	1E-15	8,71E-17	2,80
311343	GTP-binding protein	1E-15	8,71E-17	2,80
1621615	U2 snRNP auxiliary factor	1E-15	8,71E-17	2,76
19920866	CG11266-PB, isoform B	1E-15	8,71E-17	2,76
17975542	Histone H4 replacement CG3379-PC, isoform C	1E-15	9,57E-17	2,74
51091987	SD11791p	1E-15	9,57E-17	2,74
21358145	CG11876-PD, isoform D	1E-15	1,05E-16	2,74
21358615	CG7920-PA, isoform A	1E-15	1,23E-16	2,73
17737957	suppressor of Hairy wing CG8573-PA, isoform A	1E-15	1,51E-16	2,72
1373433	vacuolar ATPase subunit A	1E-15	1,69E-16	2,72
17136268	cropped CG7664-PA	1E-15	1,78E-16	2,72
24649446	Proteasome 26S subunit subunit 4 ATPase CG5289-PA	1E-15	2,14E-16	2,71
20129315	CG5261-PB, isoform B	1E-15	2,41E-16	2,70
7662	Bj6 protein	5,00E-15	4,15E-16	2,68
33088246	adherin Nipped-B	5,55E-15	4,58E-16	2,67
17137592	Int6 homologue CG9677-PA	6,00E-15	4,93E-16	2,67
8484	ribosomal protein	6,11E-15	5,00E-16	2,67
17737553	Heat shock protein 23 CG4463-PA	6,77E-15	5,52E-16	2,67
17647555	Kinesin light chain CG5433-PA	7,99E-15	6,48E-16	2,66
2653645	zinc finger 30C	1,08E-14	8,65E-16	2,65
495594	poly(A)-binding protein	1,24E-14	9,94E-16	2,64
21357495	CG10103-PA	1,51E-14	1,20E-15	2,63
24645384	CG9373-PA	1,81E-14	1,43E-15	2,62
19921458	CG15141-PA	1,91E-14	1,51E-15	2,62
2944333	Na ⁺ /K ⁺ ATPase alpha subunit	1,99E-14	1,56E-15	2,62
19921636	cul-2 CG1512-PB, isoform B	2,22E-14	1,74E-15	2,61
24644422	CG10979-PA	2,46E-14	1,92E-15	2,61
4098987	dMyc1	2,59E-14	2,00E-15	2,61
21355207	Spase 22/23-subunit CG5677-PA	2,61E-14	2,01E-15	2,61
2570794	transcriptional co-repressor SIN3A	3,56E-14	2,74E-15	2,59

19920938	CG17293-PA	4,09E-14	3,12E-15	2,59
17647245	T-complex Chaperonin 5 CG8439-PA,<br>isoform A	4,21E-14	3,20E-15	2,59
3108349	pyruvate kinase	4,29E-14	3,25E-15	2,58
24644386	CG2097-PA	6,08E-14	4,59E-15	2,57
24645119	CG8036-PD, isoform D	6,36E-14	4,78E-15	2,57
20129399	Aldehyde dehydrogenase CG3752-PA	8,40E-14	6,29E-15	2,55
385454	SqdA	1,65E-13	1,23E-14	2,52
17864668	belphegor CG6815-PA	1,77E-13	1,32E-14	2,52
19922796	lethal (2) k09913 CG3082-PC, isoform C	2,21E-13	1,63E-14	2,51
17647425	Fibrillarin CG9888-PA	2,23E-13	1,64E-14	2,51
17985987	belle CG9748-PA	2,67E-13	1,96E-14	2,50
21355383	CG9797-PA	3,28E-13	2,40E-14	2,49
7739698	Ran binding protein 7	4,59E-13	3,33E-14	2,48
17647193	beta-coatomer protein CG6223-PA	5,16E-13	3,73E-14	2,47
17737841	Replication Protein A 70 CG9633-PA	6,30E-13	4,54E-14	2,46
3256111	EG 63B12.10	6,60E-13	4,74E-14	2,46
24647885	14-3-3epsilon CG31196-PA, isoform A	7,09E-13	5,07E-14	2,46
24668824	Mes2 CG11100-PB, isoform B	9,88E-13	7,04E-14	2,44
30059936	nucleoporin 98-96	1,23E-12	8,72E-14	2,43
21358499	CG7430-PA	1,26E-12	8,90E-14	2,43
24643409	CG11943-PB, isoform B	1,50E-12	1,06E-13	2,42
156927	annexin IX	1,64E-12	1,15E-13	2,42
20130301	CG17280-PA	1,70E-12	1,19E-13	2,42
40215478	SD02276p	1,95E-12	1,35E-13	2,41
17738015	Peroxiredoxin 5037 CG5826-PA	2,16E-12	1,50E-13	2,40
16183595	GM01970p	2,77E-12	1,91E-13	2,39
14161109	PDGF/VEGF receptor	3,00E-12	2,06E-13	2,39
21357739	Glycoprotein 93 CG5520-PA	3,27E-12	2,24E-13	2,38
40215636	RE30726p	3,47E-12	2,37E-13	2,38
21357445	CG12360-PA, isoform A	3,69E-12	2,50E-13	2,38
20129901	Ribosomal protein S11 CG8857-PA, isoform<br>A	4,08E-12	2,76E-13	2,37
6694274	ubiquitin-like protein activating enzyme	4,13E-12	2,78E-13	2,37
21357741	CG4951-PA	4,22E-12	2,83E-13	2,37
1770214	smallminded	4,44E-12	2,97E-13	2,37
15292497	SD04165p	4,88E-12	3,25E-13	2,36
290260	phosphoprotein phosphatase 2A 55 kDa<br>regulatory subunit	5,68E-12	3,77E-13	2,36
7109190	gag protein	6,83E-12	4,52E-13	2,35
908756	unknown protein	6,86E-12	4,52E-13	2,35
8886088	eukaryotic initiation factor 5A	7,38E-12	4,85E-13	2,34
24656802	karst CG12008-PA, isoform A	7,93E-12	5,19E-13	2,34
158517	su(s) protein	8,43E-12	5,49E-13	2,34
157365	enhancer of split protein	8,57E-12	5,56E-13	2,34
21356361	Arginine methyltransferase 1 CG6554-PA	8,64E-12	5,59E-13	2,34
24665049	Signal sequence receptor beta CG5474-PA	1,15E-11	7,40E-13	2,32
21357319	Rpn5 CG1100-PA	1,24E-11	7,93E-13	2,32
17647857	Replication-factor-C 40kD subunit<br>CG14999-PA	1,34E-11	8,56E-13	2,32
2597859	u-shaped	1,42E-11	9,03E-13	2,31
24653791	CG8092-PA, isoform A	1,47E-11	9,34E-13	2,31
21357041	CG12171-PA	1,63E-11	1,03E-12	2,31
24645861	Translationally controlled tumor protein	4,00E-11	2,52E-12	2,26

	CG4800-PA			
24662946	Ribosomal protein L10Ab CG7283-PA, isoform A	4,27E-11	2,68E-12	2,26
24641198	GTP-binding protein CG2522-PA	5,23E-11	3,27E-12	2,25
17737663	Rab-protein 8 CG8287-PA	5,24E-11	3,27E-12	2,25
17137738	Rpt1 CG1341-PA	5,62E-11	3,49E-12	2,24
25009816	AT16867p	5,82E-11	3,60E-12	2,24
21357875	CG3731-PB, isoform B	6,70E-11	4,14E-12	2,23
18860521	Ulp1 CG12359-PA	1,05E-10	6,43E-12	2,21
21355085	CG7891-PA	1,21E-10	7,43E-12	2,20
19921528	Asparaginyl-tRNA synthetase CG10687-PA	1,66E-10	1,01E-11	2,19
24581952	Helicase at 25E CG7269-PA, isoform A	1,67E-10	1,02E-11	2,19
287945	ATP synthase beta subunit	1,87E-10	1,13E-11	2,18
19921944	CG1516-PE, isoform E	1,96E-10	1,18E-11	2,18
20428641	26-29kD-proteinase CG8947-PA	2,30E-10	1,38E-11	2,17
21357745	Glutamine fructose-6-phosphate aminotransf 2 CG1345-PA	2,45E-10	1,47E-11	2,17
8170	unnamed protein product	2,90E-10	1,74E-11	2,16
24640873	CG1354-PA, isoform A	4,01E-10	2,39E-11	2,14
21355871	CG1309-PA	4,65E-10	2,77E-11	2,13
62862480	CG40042-PA.3	4,77E-10	2,83E-11	2,13
24644197	CG11999-PA	5,22E-10	3,08E-11	2,13
17137288	Succinyl coenzyme A synthetase flavoprotein subunit CG17246-PA, isoform A	6,44E-10	3,79E-11	2,11
5734514	drosophila dodeca-satellite protein 1	7,53E-10	4,42E-11	2,11
19921254	Ribosomal protein L24 CG9282-PA	7,60E-10	4,44E-11	2,11
24640745	Oligosaccharyltransferase 48kD subunit CG9022-PA	8,69E-10	5,06E-11	2,10
24667974	Z4 CG7752-PA	9,90E-10	5,75E-11	2,09
17944455	RH03140p	1,07E-09	6,20E-11	2,09
158767	ubiquitin	1,16E-09	6,67E-11	2,08
8286	Protein claret segregational	1,51E-09	8,68E-11	2,07
11993642	integral membrane pore glycoprotein gp210	1,62E-09	9,25E-11	2,06
17530825	Ribosomal protein L7A CG3314-PD, isoform D	1,64E-09	9,36E-11	2,06
24582962	CG9541-PA	1,89E-09	1,08E-10	2,06
17137000	Clathrin heavy chain CG9012-PA, isoform A	2,05E-09	1,17E-10	2,05
3056723	translation initiation factor eIF4G	2,28E-09	1,29E-10	2,05
21356113	sec13 CG6773-PA	2,42E-09	1,36E-10	2,04
393376	ETS like protein	2,77E-09	1,56E-10	2,03
18859665	CG11092-PA	3,79E-09	2,12E-10	2,02
21358129	Spt5 CG7626-PA, isoform A	4,54E-09	2,54E-10	2,01
7025386	La related protein	4,75E-09	2,64E-10	2,00
24643725	Helicase CG1666-PA	5,85E-09	3,25E-10	1,99
19921778	spenito CG2910-PB, isoform B	5,90E-09	3,27E-10	1,99
17944889	LD29726p	9,83E-09	5,42E-10	1,96
17530887	IGF-II mRNA-binding protein CG1691-PA, isoform A	1,25E-08	6,85E-10	1,95
18860063	Rpt3 CG16916-PA	1,40E-08	7,66E-10	1,94
19921068	CG5366-PA	1,59E-08	8,70E-10	1,93
28574941	Signal recognition particle receptor beta CG33162-PA	1,66E-08	9,02E-10	1,93

22024280	CG3608-PA	1,89E-08	1,03E-09	1,92
21355167	CG14648-PA, isoform A	2,24E-08	1,21E-09	1,91
18251232	multiple ankyrin repeat single KH domain protein	2,42E-08	1,31E-09	1,91
24655252	Puromycin sensitive aminopeptidase CG1009-PC, isoform C	2,68E-08	1,44E-09	1,90
24657346	CG1295-PA	3,10E-08	1,67E-09	1,89
17864452	Ribosomal protein L12 CG3195-PA, isoform A	3,20E-08	1,71E-09	1,89
21430584	RE12054p	4,26E-08	2,27E-09	1,88
17136866	ADP ribosylation factor 79F CG8385-PB, isoform B	4,72E-08	2,51E-09	1,87
8476	unnamed protein product	6,71E-08	3,56E-09	1,85
17737759	Karyopherin beta 3 CG1059-PA	8,46E-08	4,47E-09	1,83
17136632	porin CG6647-PA, isoform A	9,34E-08	4,92E-09	1,83
17864676	thioredoxin peroxidase 2 CG1274-PA, isoform A	9,57E-08	5,03E-09	1,83
45554154	Vap-33-1 CG5014-PA, isoform A	1,07E-07	5,61E-09	1,82
17864292	Aconitase CG9244-PB	1,16E-07	6,05E-09	1,81
24661707	Ribosomal protein S9 CG3395-PA, isoform A	1,22E-07	6,35E-09	1,81
4580727	phosphate transporter precursor	1,23E-07	6,36E-09	1,81
24653595	Heat shock protein cognate 5 CG8542-PA	1,25E-07	6,49E-09	1,81
4877972	RanGAP	1,48E-07	7,61E-09	1,80
17136620	microtubule star CG7109-PA	1,52E-07	7,81E-09	1,80
18858175	CG7033-PA, isoform A	1,56E-07	7,99E-09	1,80
21356771	zetaCOP CG3948-PA, isoform A	1,59E-07	8,12E-09	1,79
1632782	Fo-ATP synthase subunit b	1,62E-07	8,27E-09	1,79
2795859	MAP kinase	1,81E-07	9,18E-09	1,79
24581914	cyclope CG14028-PA	1,85E-07	9,37E-09	1,78
3337433	transitional endoplasmic reticulum ATPase TER94	2,00E-07	1,01E-08	1,78
24585145	lethal (2) 37Cc CG10691-PA, isoform A	2,60E-07	1,31E-08	1,76
13958630	bicoid mRNA stability factor	3,46E-07	1,74E-08	1,74
24651125	ATP synthase-gamma chain CG7610-PA, isoform A	3,78E-07	1,90E-08	1,74
18860011	CG9911-PA, isoform A	4,59E-07	2,29E-08	1,73
7739653	rasputin	5,86E-07	2,92E-08	1,71
158224	RNA binding protein	6,37E-07	3,16E-08	1,70
6694276	ubiquitin-like protein activating enzyme N subunit	1,29E-06	6,37E-08	1,66
24585152	CG17347-PA	1,54E-06	7,59E-08	1,64
24652825	Megator CG8274-PA	1,66E-06	8,17E-08	1,64
21356141	CG11811-PA	1,86E-06	9,14E-08	1,63
8094	Hrb87F	1,98E-06	9,69E-08	1,63
18079273	stress-sensitive B CG16944-PA, isoform A	2,21E-06	1,08E-07	1,62
24648946	sar1 CG7073-PA, isoform A	2,49E-06	1,21E-07	1,61
20177117	RE37107p	2,87E-06	1,39E-07	1,60
24642361	CG8928-PA	3,46E-06	1,68E-07	1,59
21357545	CG8790-PA, isoform A	3,50E-06	1,69E-07	1,59
24658560	bellwether CG3612-PA	3,64E-06	1,76E-07	1,58
11245459	proteosome subunit RPN2	4,04E-06	1,94E-07	1,58
17864264	Ribosomal protein L30 CG10652-PA, isoform A	4,32E-06	2,07E-07	1,57

21358101	CG1104-PA, isoform A	4,45E-06	2,13E-07	1,57
157658	heat shock protein cognate 72	4,64E-06	2,21E-07	1,57
17136706	Roughened CG1956-PA	5,24E-06	2,49E-07	1,56
16198344	Mud protein	5,71E-06	2,71E-07	1,55
24640442	CG1444-PA	5,84E-06	2,76E-07	1,55
24586067	Eb1 CG3265-PC, isoform C	6,92E-06	3,26E-07	1,54
17136290	Lamin CG6944-PA	7,26E-06	3,42E-07	1,54
45552128	Ranbp16 CG33180-PB	7,70E-06	3,61E-07	1,53
1699220	D-ERp60	1,12E-05	5,25E-07	1,50
19921872	Mystery 45A CG8070-PA	1,54E-05	7,20E-07	1,48
19921016	CG5885-PA	1,91E-05	8,88E-07	1,46
21064855	SD14970p	1,99E-05	9,25E-07	1,46
13124189	Probable elongation factor 1-beta (EF-1-beta)	2,28E-05	1,06E-06	1,45
24647062	Centrosomal protein 190kD CG6384-PA, isoform A	2,71E-05	1,25E-06	1,44
45550174	CG4901-PA	3,19E-05	1,47E-06	1,42
24652542	CG7637-PA	3,58E-05	1,64E-06	1,41
24646105	glorund CG6946-PA, isoform A	3,67E-05	1,68E-06	1,41
1098306	snr1 gene	5,08E-05	2,32E-06	1,39
24580923	CG31938-PA	5,28E-05	2,41E-06	1,38
24648682	Rab-protein 1 CG3320-PA, isoform A	5,55E-05	2,52E-06	1,38
6048198	importin beta	7,01E-05	3,18E-06	1,36
157012	brahma protein	0,00012	5,29E-06	1,32
22024201	CG30122-PB	0,00013	5,75E-06	1,31
5815245	SANT domain protein SMRTER	0,00013	5,81E-06	1,31
28573278	CG18584-PA	0,00018	8,24E-06	1,28
311997	eukaryotic translation initiation factor 4A (eIF-4A)	0,00019	8,59E-06	1,28
17137718	A kinase anchor protein 200 CG13388-PA, isoform A	0,00035	1,58E-05	1,22
13507075	host cell factor HCF	0,00042	1,88E-05	1,21
20129061	CG14224-PA	0,00062	2,77E-05	1,17
27764453	lingerer protein type1	0,00066	2,92E-05	1,17
140834	Retrovirus-related Gag polyprotein from copia-like transposable element 17.6	0,00084	3,71E-05	1,14
21355083	cathD CG1548-PA	0,00144	6,37E-05	1,09
903942	LATS	0,00192	8,45E-05	1,06
158489	alpha-spectrin	0,00201	8,84E-05	1,06
17647799	Protein disulfide isomerase CG6988-PA, isoform A	0,00205	8,96E-05	1,06
19922662	capping protein alpha CG10540-PA	0,00207	9,02E-05	1,05
24650584	without children CG5965-PA	0,00208	9,04E-05	1,05
17136538	Topoisomerase 2 CG10223-PA	0,00217	9,43E-05	1,05
19920620	CG3542-PA, isoform A	0,00244	0,00011	1,04
24641825	CG2691-PA	0,00248	0,00011	1,04
24650838	Heterogeneous nuclear ribonucleoprot at 98DE CG9983-PD	0,00284	0,00012	1,02
158416	sarco/endoplasmic reticulum-type Ca-2+-ATPase	0,00468	0,00020	0,97
20151909	SD03319p	0,00476	0,00020	0,97
17137220	Rab-protein 6 CG6601-PA	0,00654	0,00028	0,93
24651753	fat facets CG1945-PA, isoform A	0,00962	0,00041	0,89
5420159	FL(2)D protein	0,01187	0,00050	0,86

22024213	CG16716-PB, isoform B	0,01514	0,00064	0,83
28557557	SD25413p	0,01797	0,00076	0,81
20129377	CG13393-PA	0,01823	0,00077	0,81
28572980	CG17802-PA	0,02183	0,00091	0,78
21358227	CG1458-PA	0,02416	0,00101	0,77
24652322	14-3-3zeta CG17870-PD, isoform D	0,02662	0,00111	0,76
6006748	hnRNP K protein homolog	0,03348	0,00139	0,73
17738151	Tat-binding protein-1 CG10370-PA	0,03553	0,00147	0,72
24649731	CG5794-PD, isoform D	0,04598	0,00190	0,68

* The table includes interactors that were detected in three independent LC-MS/MS experiments.

# Supplementary material for: An Interaction between RRP6 and SU(VAR)3-9 Targets RRP6 to Heterochromatin and Contributes to Heterochromatin Maintenance in Drosophila melanogaster
**Source:** PLoS Genet. 2015 Sep 21;11(9):e1005523. doi: 10.1371/journal.pgen.1005523
**Supplement:** S2 Table

Table S2. List of the most increased and most decreased transposon insertion sites**INCREASED**

**Transposon insertion site**	**Transposon type**
Doc3{}571	non_LTR_retrotransposon
Stalker2{}736	LTR_retrotransposon
NOF{}735	DNA transposon/ terminal_inverted_repeat_element
diver{}873	LTR_retrotransposon
blood{}1462	LTR_retrotransposon
G4{}570	non_LTR_retrotransposon
1360{}1481	DNA transposon/ terminal_inverted_repeat_element
1360{}517	DNA transposon/ terminal_inverted_repeat_element
transib3{}567	DNA transposon/ terminal_inverted_repeat_element
diver2{}1137	LTR_retrotransposon
invader5{}566	LTR_retrotransposon
Cr1a{}575	non_LTR_retrotransposon
blood{}356	LTR_retrotransposon
412{}882	LTR_retrotransposon
copia{}1466	LTR_retrotransposon
1360{}569	DNA transposon/ terminal_inverted_repeat_element
Tirant{}1399	LTR_retrotransposon
jockey{}288	non_LTR_retrotransposon
1360{}1138	DNA transposon/ terminal_inverted_repeat_element
aurora-element{}589	LTR_retrotransposon

DECREASED

**Transposon insertion site**	**Transposon type**
3S18{}1090	LTR_retrotransposon
412{}904	LTR_retrotransposon
S-element{}1357	DNA transposon/ terminal_inverted_repeat_element
jockey{}307	non_LTR_retrotransposon
pogo{}921	DNA transposon/ terminal_inverted_repeat_element
roo{}952	LTR_retrotransposon
roo{}366	LTR_retrotransposon
roo{}314	LTR_retrotransposon
roo{}1429	LTR_retrotransposon

# Supplementary material for: An Interaction between RRP6 and SU(VAR)3-9 Targets RRP6 to Heterochromatin and Contributes to Heterochromatin Maintenance in Drosophila melanogaster
**Source:** PLoS Genet. 2015 Sep 21;11(9):e1005523. doi: 10.1371/journal.pgen.1005523
**Supplement:** S3 Table

Table S3. RRP6-bound genes showing differential transcript levels (log2 >1) in RRP6-depleted cells

INCREASED					
CG31279	CG32111	CG34155	CG4467	Scp2	fz2
CR43857	CG34172	CG34114	acj6	CG2254	peb
CG14692	CR43610	E23	CG31004	CG43902	pog
os	side	verm	CG32698	AlstR	CG11966
salr	CG12541	CG17764	CG3921	CG2901	m
CG10625	CG14326	lr40a	cas	CG42749	CG15753
CG13506	CG42329	W	Lkr	CG14837	ckd
Nep3	CG9400	ham	CG42708	CG4168	w
Dscam2	dpr8	dan	CG41520	CG42594	DAT
abba	CG17684	gk	nop5	elk	para
CG11693	Rim	sdt	CR43801	CG9782	Side
CG43265	kirre	Gk	CG30110	dally	CG6928
CG8065	cato	CG4404	Nckx30C	TrxT	CG17839
CG9095	CG14010	phm	CG43347	tutl	Pop2
Snap25	lobo	Cht7	CG43796	Cpr76Bd	Socs36E
upd3	pdm2	Hdc	D	dnr1	CG42342
CG7884	CG32720	D2R	dpr	CG34380	GC
qvr	CG31475	CG31191	Rdl	sano	mmd
CR43461	CR43334	Fas3	Sulf1	CG11317	gl
CG34347	CG2256	mun	CG6520	CG34354	CG1443
bi	Sox100B	Fas2	otp	CG34391	CG33988
CG14521	nkd	CG7691	Cng	CG7330	CG12531
SIP2	CG13743	CG13838	CG43462	CR43960	CG3168
CG2022	CG43109	CG43290	CG30419	nvd	ASPP
CG14661	Gef64C	bab2	stan	CG3198	CG34353
CR43283	Mocs1	gprs	Fhos	CG33143	mfr
dys	CG31808	CG18675	Clk	TyrRII	sn
CG42683	CR34052	hbs	Eip93F	CG13954	Btd
CR43650	vn	Sur	MRP	Spargel	futsch
eya	Nos	Pkcdelta	CG14324	CG42524	sca
CG15572	sr	CG31626	CG18302	Lasp	d
Dr	CG34386	fas	CG42534	Rgk1	Ast
CG42673	CG34286	Teh2	CG8861	CG4374	CG42613
CR43951	CG9650	Sobp	CR41621	CG33158	trx
Syt12	Pdfr	Glut1	Frq2	ogre	CG9287
CG42732	Fili	sns	Mip	Dip2	
CG15765	CG34113	CG13837	RpS28a	ptr	
DECREASED					
Pkc53E	CG14185	LRP1	CG43797	Cyp4g15	Cpr65Eb
CG14180	CG12061	CG17341	CG31663	pcl	Vsx2
CR40546	CG42343	CG7224	CG10361	CG2111	
vkg	CG40467	retn	klg	btd	
CG1092	Ubx	DI	CG14292	CG32105	
Trh	CG10249	SK	CG43676	Trim9

# Supplementary material for: An Interaction between RRP6 and SU(VAR)3-9 Targets RRP6 to Heterochromatin and Contributes to Heterochromatin Maintenance in Drosophila melanogaster
**Source:** PLoS Genet. 2015 Sep 21;11(9):e1005523. doi: 10.1371/journal.pgen.1005523
**Supplement:** S4 Table

Table S4. Effect of RRP6 depletion on the expression of RRP6-bound genes

	Number of<br>genes in<br>each class	Average expression<br>(RNA-seq signal in<br>GFP_control)	Nr. genes with increased<br>expression in RRP6_kd<br>(log2 ratio > 1)	Average fold change<br>RRP6_kd vs GFP_control<br>(log2 ratio > 1)
All genes	13272	1,699	1534	0,409
RRP6-bound	967	2,666	220	0,421
SUV-dependent	321	3,169	63	0,437
SUV-independent	646	2,416	142	0,412

# Supplementary material for: An Interaction between RRP6 and SU(VAR)3-9 Targets RRP6 to Heterochromatin and Contributes to Heterochromatin Maintenance in Drosophila melanogaster
**Source:** PLoS Genet. 2015 Sep 21;11(9):e1005523. doi: 10.1371/journal.pgen.1005523
**Supplement:** S1 Text

Eberle et al.

**Text S1: Supplementary Materials and Methods**

***Plasmid preparation***

The open reading frame of SU(VAR)3-9 was amplified by PCR using a forward primer with a *Spe*I restriction site (5’-AATT*ACTAGT***ATG**GCCACGGCTGAAGCC-3’) and a reverse primer containing an HAtag, a **stop codon** and a *Xho*I restriction site (5’- TAAA*CTCGAG***TCA**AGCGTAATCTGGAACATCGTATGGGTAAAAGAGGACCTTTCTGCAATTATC-3’). Since the PCR fragment was too long to amplify successfully, two overlapping PCR products were generated with an overlapping *Apa*I restriction site for the ligation of the two intermediate fragments (forward primer + 5’-GTGACGGTTTCTCCACATGA-3’ for first intermediate amplicon and 5’-ACGCCTATGAGCCACTCAAT-3’ and reverse primer for second intermediate amplicon). The assembled PCR product was next digested with *Spe*I and *Xho*I and ligated with the digested pMT-puro Drosophila expression vector (addgene). The ligation product was transformed into *E. coli* XL1 gold cells and the obtained plasmid confirmed by restriction analysis and sequencing.

***Immunoprecipitation and high-performance liquid chromatography/tandem mass spectrometry***

Immunoprecipitation and high-throughput mass spectrometry were performed by Hessle et al. [34] using nuclear protein extracts prepared from S2 cells that expressed V5-tagged RRP6. An “empty” control cell line that was cultivated under the same conditions but did not express any V5-tagged protein was processed in parallel. The protein extracts used for the mass spectrometry studies were nuclear protein extracts digested with RNase A. Three independent immunoprecipitation experiments followed by HPLC/MS/MS analysis were carried out, and each experiment included an immunoprecipitation with the “empty” cells processed in parallel. Protein abundances were normalized by the abundance of the immunoglobulin heavy-chain variable region [Mus musculus] (gi 27728890). Significant interactions were identified using a false discovery rate (FDR) threshold of 0.01, as well as a minimum fold-difference of 2 compared to “empty” cells. The complete list of interactors (including interactors detected in all three experiments) is provided as Suppl. Table S1. Functional annotation and GO enrichment analysis was performed by DAVID [49] with the parameter Ease=0.01.

***SDS-PAGE and Western Blotting***

SDS-PAGE and Western blotting were performed according to standard procedures (see also reference [50]). Image Lab 3.0 Software from BioRad was used to quantify Western blots.

***RNA interference in S2 cells***

Long double-stranded RNAs (dsRNAs) against GFP (control), RRP6, DIS3, HP1a and SU(VAR)3-9 were prepared by in vitro transcription of PCR products with T7 promoters on both ends using the Megascript RNAi kit (Ambion; oligos are listed in the table below).

Three millions S2 cells were seeded in a 35mm dish the day before the first transfection of 20 µg dsRNA. After 48 hours, the cells were treated again with 20 µg dsRNA, and after 48 hours the cells were harvested.

***RNA-seq***

S2 cells were treated with dsRNA to knock down RRP6. Control cells were treated in parallel with dsRNA that was complementary to GFP. Total RNA was purified using the RNAqueous kit (Ambion) after four days of dsRNA treatment, as indicated above. The RNA was ribosome depleted using the Ribo-Zero rRNA Removal Kit (Illumina) and used to construct random-primed cDNA libraries for next-generation sequencing. The libraries were prepared and sequenced by GATC-Biotech AB on a HiSeq2500 sequencer to a depth of at least 30 M single-end reads per sample. RNA samples from two independent experiments were sequenced in parallel, each with a GFP control sample. Illumina fastq files where inspected with FastQC to assess quality of the reads. High quality reads were mapped with TopHat2 [52] to the *Drosophila melanogaster* genome assembly, build BDGP6 (Dm3). BAM alignments were indexed with SAMtools (Li et al, 2009) and visualized in IGV browser (https://www.broadinstitute.org/igv/) [53]. Read counts per gene were generated using HTSeq (Anders et al, 2014) on bam files. Mapping statistics were calculated from numbers obtained by running the phython script read_distribution.py included in the RSeQC package (Wang et al, 2012) on bam files. Differential expression analysis was carried out using Limma package in R (Ritchie et al, 2015). The data generated in this study are available at NCBI’s Gene Expression Omnibus (accession number GSE66640).

***Micrococcal nuclease (MNase) experiment***

Drosophila cells were crosslinked at room temperature for 10 min with 1 % formaldehyde. After incubation with 0.1 M glycine for 10 min, the cells were centrifuged at 500 g for 5 min. The pellet was resuspended in cold buffer 1 (50 mM Hepes pH 7.6, 140 mM NaCl, 1 mM EDTA, 10 % glycerol, 0.5 % Nonident P40, 0.2 % Triton-X, complete protease inhibitor (Roche)) and incubated for 10 min at 4 °C. After a second centrifugation, the pellet was dissolved in buffer 2 (10 mM Tris pH 8, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, protease inhibitors) and incubated again for 10 min at 4 °C. After the next centrifugation, the pellet was resuspended in buffer D (25 % glycerol, 5 mM Magnesium acetate, 50 mM Tris pH8, 0.1 mM EDTA and 5 mM DTT). After an incubation of 10 min at 4 °C, the sample was spun down and the obtained pellet dissolved in MNase buffer (60 mM KCl, 15 mM NaCl, 15 mM Tris pH 7.5, 0.5 mM DTT, 0.25 M sucrose and 1.0 mM CaCl_2_). After a very mild sonication, 20 U micrococcal nuclease (MNase; New England Biolabs) was added and incubated for 30 min at 37 °C. The reaction was stopped by the addition of 12.5 mM EDTA and 0.5 % SDS. Next, proteins were degraded by proteinase K and the crosslinking was reversed over night at 65 °C. DNA was extracted with phenol:chloroform and precipitated with ethanol in the present of salt and glycogen. The amount of DNA was measure by qPCR and the data was normalized to a nucleosome free region in the heat shock protein Hsp70 [39].

***Immunofluorescent staining of polytene chromosome squashes***

Salivary glands were dissected from third instar larvae, fixed in a solution containing 3.7% formaldehyde and 45% acetic acid in PBS for 10 minutes, and squashed in a drop of 45% acetic acid. The slides were frozen on dry ice, the coverslips pried off, and the preparations were further fixed with 3.7% formaldehyde in PBS for 15 min. The slides were washed with PBS containing 0.1 M glycine, and blocked with a solution of 3% BSA in PBSG. The slides were incubated with anti-RRP6 antibody [20] and anti-HP1a antibody. The chromosomes were washed, incubated with fluorescent secondary antibodies, mounted with Vectashield mounting medium (Vector Laboratories Inc.) and examined in an LSM 510 laser confocal microscope (Carl Zeiss). The optical sections are approximately 1 µm thick. Co-localization was analyzed using the *Profile* function of the LSM 510 software by drawing a test line along the region of interest and measuring the relative fluorescence intensity along the line in arbitrary units.

***Immunofluorescent staining of S2 cells***

S2 cells were allowed to adhere to glass slides coated with poly-L-lysine in a humid chamber and fixed in 3.7% PBS for 10 min at room temperature. The fixed cells were permeabilized in 0.1 % Triton-X100 in PBS for 13 min at room temperature. The cells were blocked in 5% milk and 5% BSA in PBS and incubated with primary antibodies following standard procedures. After the antibody incubations, the slides were mounted with Vectashield mounting medium (Vector Laboratories Inc.) and examined in either an Axioplan fluorescence microscope (Carl Zeiss) or an LSM 510 laser confocal microscope (Carl Zeiss). The optical sections were approximately 0.8 µm thick.

***Immuno-electron microscopy***

S2 cells were fixed for 45 min in 4% paraformaldehyde, cryoprotected with 2.3 M sucrose, frozen by immersion in liquid nitrogen and cryosectioned. Thin cryosections were picked up on drops of 2.3 M sucrose and mounted onto nickel grids coated with formvar and carbon. The grids were floated onto drops of PBS containing 0.1 M glycine and 10% fetal calf serum before incubation with the antibody solutions. The primary antibodies were anti-RRP6 antibody and anti-HP1a antibody diluted in PBS containing 0.05 M glycine and 5 % fetal calf serum. The secondary antibodies were conjugated to 6 nm and 12 nm gold particles (Jackson ImmunoResearch Laboratories). After immunolabelling, the sections were stained with 2% aqueous uranyl acetate for 3-5 min and embedded in polyvinyl alcohol (9-10 kDa, Aldrich). The specimens were examined and photographed in a FEI Tecnai G2 electron microscope at 80 kV.

***Co-immunoprecipitation experiments***

S2 cells were washed once in PBS, resuspended in lysis buffer (PBS with 0.2% Nonident P40 and Complete protease inhibitor (Roche)) and homogenized using a glass homogenizer with a tight pestle B. After centrifugation at 2000g for 10 min at 4 °C, the supernatant (corresponding to the cytoplasm) was discarded. The pellet was resuspended in PBS that contained complete protease inhibitor, sonicated four times for 3-4 pulses each, and centrifuged at 16,000g for 15 min at 4 °C. The supernatant was used for co-immunoprecipitation with the corresponding antibody. After one to two hours of incubation, a 1:1 mixture of Sepharose-Protein A and Sepharose-Protein G beads (Invitrogen and GE Healthcare) was added to the immunoprecipitation reaction and the incubation was allowed to proceed for one additional hour. The samples were washed five times with PBS containing 0.1% Nonident P40 and complete protease inhibitor and eluted with 1% SDS at room temperature. The samples were analysed by SDS-PAGE and Western blotting.

***Fractionation of the cell nucleus***

S2 cells were resuspended in cold lysis buffer (PBS containing 0.2% Nonident P40 substitute and Complete protease inhibitor (Roche)) and homogenized in a glass homogenizer with a tight pestle B. The homogenized sample was centrifuged at 1500g for 10 min at 4 °C. The pellet (nuclei) was dissolved in PBS that contained complete protease inhibitor, sonicated three times 3-4 pulses each and centrifuged again at 16,000g for 10 min at 4 °C. The proteins of the supernatant (*soluble* nuclear fraction) were precipitated in acetone. The pellet was resuspended in PBS, incubated with 30 mg RNase A for 15 min at room temperature, and centrifuged again as above. After centrifugation, the proteins of the supernatant (*chromosomal RNP*) were precipitated in acetone and the pellet (*chromatin*) was dissolved in SDS sample buffer. The samples were analysed by SDS-PAGE and Western blotting.

***RNA immunoprecipitation (RIP) experiment***

S2 cells were fixed at room temperature with 1% formaldehyde for 10 min and the chromatin was harvested as for ChIP experiments. After sonication of chromatin, the genomic DNA was degraded for 30 min at 37 °C with 100 U DNases (Thermo Scientific). After addition of EDTA, the samples were spun down at 16,000g for 30 min at 4 °C. Next, the samples were pre-cleared with Sepharose A/G beads (50:50; Invitrogen, GE Healthcare) for 2 hours on a rotating wheel. The same amount of the RNA-protein mixture (measured by OD at 280 nm) was used for all samples. The antibody was incubated overnight at 4 °C in 0.1% deoxycholic acid and 1% Triton X-100. The next day, blocked Sepharose A/G beads were added for one hour. The samples were then washed five times with RIPA buffer (50 mM Hepes at pH 7.6, 500 mM NaCl, 1 mM EDTA, 1% Nonident P40, 0.8% deoxycholic acid) and once with 50 mM Tris at pH 8 and 2 mM EDTA. The pellet was incubated in TE-buffer that included SDS, proteinase K and RNaseOUT for 30 min at 42 °C and then moved to 65 °C for one hour to reverse the crosslinking. RNA was extracted with Trizol (Invitrogen) and the total RNA was transcribed into cDNA and analyzed with qPCR.

***cDNA preparation***

RNA from S2 cells was isolated using the RNAqueous kit (Ambion). The RNA was treated with DNAse (Thermo Scientific) for 30 min at 37 °C to remove any residual DNA contamination. Reverse transcription was performed with Superscript-III (Invitrogen) using random hexamers (Invitrogen). RT (–) controls were carried out to monitor DNA contamination.

***ChIP-seq***

RRP6-V5 cells treated with dsRNA for either GFP (controls) or Su(Var)3-9 were used for ChIP-seq with anti-V5 antibody. ChIP was performed as described in [54]. DNA was purified from input and immunoprecipitated chromatin. Material from three independent RNAi-ChIP experiments was pooled and sequenced. DNA libraries were prepared by Zymo Research Epigenetics Services and were sequenced on a HiSeq2500 sequencer. RRP6 ChIP-Seq reads were aligned to the *D. melanogaster* reference genome dm3 by Bowtie with at most 2 mismatches. Reads that appeared more than twice at the same position on the same strand were discarded to remove PCR duplication. BIGWIG files were generated from the coverage for visualization purposes. MACS2 v2.1.0.20140616 was used to identify RRP6-rich regions at q-value cutoff 0.01 using broad peak setting. In addition, RRP6-rich regions overlapping by less than 50 % in GFP controls and Su(Var)3-9-KD were considered ‘‘common’’ to both samples. Otherwise the two regions were considered ‘‘unique’’.

***References not included in the main text:***

Anders, S., Pyl, P. T., Huber, W. (2014). HTSeq — A Python framework to work with high-throughput sequencing data. Bioinformatics (2014), in print, online at doi:10.1093/bioinformatics/btu638

Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., et al. (2009). The Sequence alignment/map (SAM) format and SAMtools. Bioinformatics, 25, 2078-2079.

Ritchie, M.E., Phipson, B., Wu, D., Hu, Y., Law, C.W. et al. (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research, 43(7), pp. e47.

Wang, L., Wang, S., Li, W. (2012) RSeQC: quality control of RNA-seq experiments. Bioinformatics 28, 2184-2185.

***Oligos used in this study***

| Oligo name | Sequences 5’ - 3’ | Used for |
| --- | --- | --- |
| **RNA interference:** |  |  |
| GFP_T7 F | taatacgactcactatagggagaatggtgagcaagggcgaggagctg | dsRNA against GFP (control) |
| GFP_T7 R | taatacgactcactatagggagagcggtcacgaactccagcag | “ “ |
| RRP6_T7 F | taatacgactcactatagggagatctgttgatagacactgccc | dsRNA against RRP6 |
| RRP6_T7 R | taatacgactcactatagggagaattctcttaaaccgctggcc | “ “ |
| DIS3_T7 F | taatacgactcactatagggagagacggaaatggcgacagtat | dsRNA against DIS3 |
| DIS3_T7 R | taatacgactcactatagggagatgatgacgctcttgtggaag | “ “ |
| HP1_T7 F | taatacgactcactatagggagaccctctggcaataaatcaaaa | dsRNA against HP1a |
| HP1_T7 R | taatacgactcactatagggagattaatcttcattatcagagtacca | “ “ |
| SU(VAR)3-9_T7 F | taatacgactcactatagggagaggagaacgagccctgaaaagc | dsRNA against SU(VAR)3-9 |
| SU(VAR)3-9_T7 R | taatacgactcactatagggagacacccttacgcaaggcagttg | “ “ |
| **KD efficiencies:** |  |  |
| HP1a F | agaaaatcgacaaccctgaga | HP1a RNA level |
| HP1a R | gcctgtcgatgatcttttcc | “ “ |
| SU(VAR)3-9 F | cgttcttgaagcgcacagt | SU(VAR)3-9 RNA level |
| SU(VAR)3-9 R | gcctctatcaccggaggtc | “ “ |
| Dis3 F | aaccgtgactggatcaaagg | Dis3 RNA level |
| Dis3 R | gctctgcaagtgctaatccc | “ “ |
| **Heterochromatin analysis:** |  |  |
| Inv1 F | gcttatggccaaatggaaga | Invader forward |
| Inv1 R | gaaaactaaacgccgcaaac | Invader reverse |
| Max F | cattggaagccatcgaagat | Max forward |
| Max R | acaccctttctgtttggtgc | Max reverse |
| LC repeats F | catctcaattgcgctgaaga | Low-compl. repeats forward |
| LC repeats R | tgccttcattcgaaggagtt | Low-compl. repeats reverse |
| Doc F (ae226) | ggccaaaaacttttctgcaa | Doc forward |
| Doc R (ae227) | tagtgcctggagctctggtt | Doc reverse |
| Roo F (ae228) | ggcgttgtcgatcatgaata | Roo forward |
| Roo R (ae229) | accgactcgcccttaatttt | Roo reverse |
| EC repeats F (ae216) | gcctctcattttctctcccata | EC repeats forward |
| EC repeats R (ae217) | gttcatccgccaccatttt | EC repeats reverse |
| Inv4 repeats F (ae224) | cgaaaacttacaaacaaattattgaa | Inv4 repeats forward |
| Inv4 repeats R (ae225) | ccaaaaacagagaacattaaaaa | Inv4 repeats reverse |

| **MNase experiment:** |  |  |
| --- | --- | --- |
| Hsp70 promoter F | ttgtgactctccctctttgt | Hsp70, promoter |
| Hsp70 promoter R | ttcgcgaacattcgaggcg | Hsp70, promoter |
| Hsp70 coding F | attatcgccaacgaccagggcaa | Hsp70, coding region |
| Hsp70 coding R | ttcatggccacctggttctt | Hsp70, coding region |
| **Actin 5C (CG4027)** | **Used for ChIP-qPCR** |  |
| Act 1F | TGT GGG CGT GTC ACG ATT T |  |
| Act 1R | TTT AGG GCG TGG GAA AAA AA |  |
| **Actin 5C (CG4027)** | **Used for normalization** |  |
| Act 2F | gcacacccacaagcttacaca |  |
| Act 2R | ttgcgctttgggaaatatcttc |  |
| **PGK (CG3127)** |  |  |
| Pgk F (ae94) | GTGGAACGGACCCCCC | Pgk forward |
| Pgk R (ae157) | GAGACGGTGCCGTTCTTG | Pgk reverse |

How the deposited data were processed for this re-analysis (not part of the article)

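RNA-seq gene counts of S2 cells were analysed, from 2 GFP-KD libraries and 2 libraries labelled RRP6-KD, made from what the paper calls independent biological replicates. The deposited values are raw read counts per gene, which the authors made by mapping single-end reads with TopHat2 2.0.4 and counting them with HTSeq; the paper's text names no HTSeq mode or strand setting. The files hold 15682 FlyBase genes and no transposon features, so transposons and repeats were not analysed here, and the lists for them were left out. The ChIP-seq data were also not analysed here.

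HTSeq's summary lines were kept out of library sizes and tests. Reads with no annotated feature took 4.34% and 3.35% of uniquely aligned reads in GFP-KD and 5.06% and 6.74% in the libraries labelled RRP6-KD, and the lines for unaligned and low-quality reads hold 0. Uniquely aligned reads numbered 29155723, 24093742, 17199586 and 18612821 in the same order, and 11932, 11748, 12091 and 12201 genes had a count. Reads carry no molecular identifiers, so intervals from counts cover counting error only. Symbols came from the files, with 5 damaged ones taken from the reference; positions and biotypes came from the BDGP6.54 annotation of Ensembl 115, matched by gene ID for 15002 genes, whereas the paper names its build as both BDGP6 and Dm3.

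The tests ran in R 4.3.3 with edgeR 4.0.16. Genes passed filterByExpr, TMM factors were 0.990, 0.934, 0.996 and 1.09, and the robust quasi-likelihood test compared the labels with no other term, at a Benjamini-Hochberg adjusted p under 0.05 over 9222 genes. The common biological coefficient of variation was 0.167. Tested on simulated counts with 200 changed genes, edgeR called 1.32% of genes changed 1.5-fold. DESeq2 called 63.2% of genes changed 2-fold with 18.9% unchanged genes among its calls, and limma voom 31.6% with 15.7%. These shares are for 200 changed genes and may differ where more genes change. The log2 ratio used edgeR's log2 CPM with a prior count of 2.

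The gene lists were written before the data were examined: exosome, other RNA decay factors, heterochromatin factors, piRNA and siRNA pathway, pericentric genes, snoRNA genes and their hosts, snRNA, tRNA, rRNA, CR non-coding, mitochondrial, histone, replacement histone, ribosomal protein and ribosome biogenesis genes, immune, heat shock, JAK/STAT, ecdysone, hemocyte, neuronal, muscle, fat body, testis, ovarian, dosage compensation and cell cycle genes, genes the paper names, both parts of S3 Table, chromosome arms and biotypes. Some lists share genes with S3 Table, which the study drew from these libraries, so those genes are not independent evidence. Fas2, futsch, Rim, Rdl, para, DAT and Snap25 stand in the neuronal list, and upd3, Socs36E and os in the JAK/STAT list. The genes nop5, Pop2, Eip93F, vkg, nvd and RpS28a stand in other lists. CR43857 stands in the CR non-coding and ncRNA lists, and the CR list holds further CR genes of S3 Table. The lists of chromosome arms and biotypes hold S3 Table genes too. Lists with at least 3 tested members were tested with camera at a correlation of 0.01, adjusted over the lists. Named genes are those the paper names, the 12 genes with the largest change in each direction among called genes with a mean of at least 5 CPM whose labels did not overlap, and the members of each list by a fixed rule; the paper's tables had been seen when that rule was written.

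The alternatives were DESeq2's size factors or library totals alone as the scaling, no filter or a stricter filter at 1 CPM, DESeq2 1.42.0 and limma 3.58.1 as the test, the replicate number as a block, leaving out each library, prior counts of 0.5 and 5, other gene sets and denominators, and camera with an estimated correlation or fry for the lists.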

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

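The tests on exchanged labels and on dsRNA reads were chosen after the results were seen.

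The Rrp6 count gave a signal that the paper does not report: it was higher in the libraries labelled RRP6-KD, with a log2 fold change of 0.84, in a study that depleted RRP6. The tables argue against a single wrong label, or 1 library of each label exchanged, since the lowest correlation within a label was 0.987 and the highest between labels was 0.973. Whether the labels of both groups are exchanged cannot be told apart from labels as given: the 97 positive fold changes among S3 Table's increased genes were chosen by the study on these labels. The paper's other measures run the way the labels say, with less RRP6 protein in S3A Fig, more RNA of selected repeats by RT-qPCR after separate knockdowns in Fig 3D, and changes it sets beside earlier exosome depletions, but none of them settles which libraries are which. Of 143 tested ncRNA genes, a list made by annotation, 40 were higher and 0 lower. That is the direction the paper links to loss of RRP6, but no direction measured in other samples was at hand for these genes. The list also holds CR43857, which S3 Table gives as increased, so it is not free of genes chosen on these labels. The shift of this list did not pass with an estimated correlation (camera, adjusted p = 0.722), so it does not settle the labels either. Reads from the transfected dsRNA could also add to the Rrp6 count, which lay 37.3 CPM above that of GFP-KD, and this stays open because the files hold no read positions, as does an untested response of the transcript to loss of its protein.

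Reads with several positions in the genome gave 6.07 alignments per uniquely aligned read in the libraries labelled RRP6-KD (5.99 and 6.14), above the 4.49 of GFP-KD (4.54 and 4.45), in a class of reads the paper does not report on. The exact permutation p cannot go below 0.333 with 2 libraries against 2. No explanation was tested.

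Among gene groups the paper does not discuss, 14 of 15 tested ribosome biogenesis genes were higher. Genes on chromosome 4, which is largely heterochromatic, had a median log2 fold change of 0.42, with 14 of 71 genes higher and 1 lower (15 and 1 when adjusted over the list alone; camera, adjusted p = 0.000502, or adjusted p = 0.80 with an estimated correlation). The higher genes on chromosome 4 numbered 4 without GFP-KD replicate 2, 30 without RRP6-KD replicate 1 and 6 without RRP6-KD replicate 2, and the lower gene was lost without any 1 of the 4 libraries. No explanation was tested for these groups.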

How the results depend on the processing

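The crossed pairing, the thinning to the smallest gene total and the joint change of scaling and prior count were chosen after the data were seen. Rrp6 stayed higher and past the threshold under every alternative run, with a log2 fold change from 0.77 to 0.95. Where values below changed, the cause was not tested. Lower genes numbered 468 with library totals alone, 1173 with no filter and 427 to 1113 with 1 library left out, against 775. With 1 library left out, higher snoRNA genes ranged from 21 to 122 and higher protein-coding genes from 605 to 920. Genes with a log2 ratio above 1 numbered 1938 and 760 with prior counts of 0.5 and 5, 786 among genes that pass filterByExpr, and 2312 with library totals alone and a prior count of 0.5. Genes below -1 numbered 553 with a prior count of 0.5, 466 with library totals alone and a prior count of 0.5, and 323 to 471 with 1 library left out. The correlation between labels was 0.984 with a prior count of 0.5, 0.984 for genes counted in all 4 libraries, 0.982 as Spearman's rho and 0.985 to 0.987 with 1 library left out. The difference in reads outside genes was 0.134 percentage points with all HTSeq lines in the denominator and 1.21 to 2.90 with 1 library left out. Of the 38 gene list tests, 12 passed with camera and 0 with an estimated correlation. fry, which asks whether a list's genes move on balance one way and compares them with no other genes, passed 4. Both parts of S3 Table are among the 12 of camera, and its increased part is among the 4 of fry. The study chose those genes on these libraries and labels, so these passes are not evidence. Both parts also counted in the adjustment over the lists. Some values changed sign. CG11023 had a log2 fold change of 0.10 with library totals alone, 0.00045 with the stricter filter, and from -0.27 to 0.17 with 1 library left out, among them 0.09 without GFP-KD replicate 1 and 0.17 without RRP6-KD replicate 1. Without GFP-KD replicate 1 and RRP6-KD replicate 1, tRNA:CR32480 had -0.11 and -0.50, and tRNA:L3:49Fb -0.29 and -0.91, with highs of 3.23 and 1.04 without GFP-KD replicate 2. mt:ND4 ranged from -0.32 without RRP6-KD replicate 2 to 0.98 without RRP6-KD replicate 1, and mt:CoII from -0.032 without GFP-KD replicate 2 to 0.72 without GFP-KD replicate 1. With fry, a different question from camera's, the direction was the opposite for the antimicrobial (adjusted p = 0.909) and dosage compensation lists (0.950), for chromosomes X (0.679), 2R (0.0021) and 3R (0.0986), none of which had passed with camera, and for protein-coding genes (0.133). The last had passed as lower with camera (adjusted p = 0.000883, or adjusted p = 0.418 with an estimated correlation), with a median log2 fold change of -0.01 and a mean of 0.09. Among other values, 1471 for named genes stayed on their side of the threshold, 88 no longer passed and 52 newly passed; for counts per list, 738 stayed and 142 moved; for list tests, 160 stayed, 21 no longer passed and 3 newly passed. S1 Text states that each experiment had its own GFP control but gives no numbers, so the replicate numbers do not establish pairs. With the number as a block 1221 genes were higher and 930 lower, Pgk was past the threshold as lower (adjusted p = 0.0097), the deviations of libraries with the same number correlated at -0.129, and the crossed pairing gave 943 and 635. With 1 library left out, the lone library of a label is assumed to vary like the other label. Transposon alternatives were not run, as no transposon features were counted.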

Differences from the paper's values

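The alternatives named here without further remark were set before the data were examined; library totals alone with a prior count of 0.5 was chosen after the values were seen.

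The paper's S3 Table lists 220 RRP6-bound genes as increased at a log2 ratio above 1, of which 219 were matched and 106 lay above 1 here. With a prior count of 0.5 the number was 160, within 1.5 times the paper's. A prior count of 5 (70), genes with a count in all 4 libraries (92), filterByExpr genes only (75), DESeq2's size factors (106), library totals alone (127) and leaving out 1 library (100 to 122) stayed further from it. Library totals alone with a prior count of 0.5, chosen after the values were seen, gave 185 and dropped 34 of the 219 matched genes.

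The table lists 32 decreased genes, the paper's count, and 16 lay below -1 here. With a prior count of 0.5 the number was 28, and the other alternatives gave 10 to 16. Library totals alone with a prior count of 0.5, chosen after the values were seen, gave 27 and dropped 4 of the 31 matched genes.

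The average fold change of genes above 1 is 0.409 in the paper's S4 Table, under a column for a log2 ratio above 1. An average of log2 ratios above 1 cannot be 0.409, while an average on the log10 scale can, and the value here was 0.448 on that scale (1.49 on the log2 scale). On the log10 scale the alternatives gave 0.441 to 0.501, each further above the paper's value than the SD of the values without 1 library. The column could also hold a mean log2 ratio over all genes of a class. That mean was 0.143 here, and 0.335 with library totals alone and a prior count of 0.5, chosen after the values were seen. The paper does not state which reading holds, so the difference given here rests on the log10 reading.

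The paper reports less RRP6 protein after the knockdown (S3A Fig), whereas the Rrp6 transcript count was 1.79-fold higher in the libraries labelled RRP6-KD (47.5 and 84.8 CPM).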

Other observations

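The tests reported here on genomic DNA, host genes and depth were chosen before the results they measure were seen. The thinning used for depth was nonetheless chosen after the data themselves had been seen. Those on short RNAs and scaling, and the list of Cyp, Gst and Ugt genes, were chosen after the results they measure were seen.

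Directions follow the library labels, against which the Rrp6 count runs. Of 16 genes listed as RNA decay factors outside the exosome, 3 were higher (3 when adjusted over the list alone): the deadenylase Pop2 at 2.05-fold, Ge-1 at 1.41-fold, lost without GFP-KD replicate 1 (0.18) or GFP-KD replicate 2 (0.127), and Gadd45 at 2.40-fold, a stress response gene that the list holds although it is not an RNA decay factor; none was lower with edgeR, 1 with DESeq2 and 1 at an unadjusted p under 0.05, and 1 without RRP6-KD replicate 1. Of 21 piRNA and siRNA genes, 3 were higher, with spn-E at 2.23-fold, and 2 were lower, with fs(1)Yb at 1.84-fold (3 and 2 when adjusted over the list alone); without RRP6-KD replicate 1, 5 were higher and 1 lower, and without GFP-KD replicate 2, 1 was lower. Of 21 heterochromatin factors, 2 were higher and 1 was lower (1 and 1 when adjusted over the list alone), and 0 were higher without GFP-KD replicate 1 or GFP-KD replicate 2, 1 was higher without RRP6-KD replicate 2, and 0 were lower without GFP-KD replicate 1. Pericentric genes were higher in 2 of 17 cases and lower in 1, the same when adjusted over the list alone. With DESeq2 4 were higher and 2 lower, and 1 was higher with library totals alone, limma voom or the replicate block. Their median log2 fold change was 0.46, but 0.65 without GFP-KD replicate 1, 0.26 without GFP-KD replicate 2, 0.72 without RRP6-KD replicate 1 and 0.049 without RRP6-KD replicate 2. JAK/STAT genes were higher in 3 of 11 cases (4 when adjusted over the list alone), with upd3 at 6.99-fold, but in 1 without GFP-KD replicate 2, and 2 were lower without RRP6-KD replicate 1. Ecdysone response genes were higher in 2 of 17, with Eip93F at 2.41-fold, and fat body genes lower in 2 of 6, Fatp and Lpin, at 1.83-fold and 1.78-fold (2 and 2 when adjusted over each list alone, where 1 fat body gene was also higher). Cell cycle genes were lower in 5 of 24 (5 lower and 1 higher when adjusted over the list alone), with RnrS, a ribonucleotide reductase subunit, at 1.65-fold. The list gave an adjusted p = 0.00404 with camera, or adjusted p = 0.80 with an estimated correlation. The count of lower genes was 9 with no filter, 2 with limma voom and 1 with library totals alone. The median log2 fold change was -0.36, and it ran from -0.57 to -0.21 with 1 library left out.

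Smaller lists gave few calls. Adjusted over each list alone, the counts of the antimicrobial, muscle, testis, ovarian, replacement histone and snRNA lists were the same. Of 19 antimicrobial genes 1 was higher, CecC, lost without GFP-KD replicate 1 (0.0748); 3 were higher without RRP6-KD replicate 2, and 4 and 1 were lower without RRP6-KD replicate 1 and RRP6-KD replicate 2. The muscle gene bt, 1 of 9, lost its call without GFP-KD replicate 2 (0.14) or RRP6-KD replicate 1 (0.0756), and the testis gene topi, 1 of 5, without GFP-KD replicate 1 (0.121) or RRP6-KD replicate 2 (0.18), and with limma voom (0.0616). Of 7 ovarian genes 2 were lower: osk, lost without GFP-KD replicate 1 (0.104) or RRP6-KD replicate 2 (0.0615), and piwi, lost without GFP-KD replicate 2 (0.105) or RRP6-KD replicate 1 (0.066), and both with library totals alone (0.0515 and 0.0908). Among 6 replacement histone genes CG3509 (BigH1) was higher at 1.81-fold and His2Av lower, the latter lost without GFP-KD replicate 2 (0.0847), while 2 were lower without RRP6-KD replicate 1. Of 6 snoRNA host genes 2 were higher (4 when adjusted over the list alone), 1 without GFP-KD replicate 1, GFP-KD replicate 2 or RRP6-KD replicate 2 and 4 without RRP6-KD replicate 1. Of 17 snRNA genes 1 was higher, 8 without GFP-KD replicate 2 and 0 without RRP6-KD replicate 2. No call was made by edgeR, DESeq2 or limma voom among 14 heat shock, 8 dosage compensation, 3 tRNA or 8 mitochondrial genes, with 1 mitochondrial gene at an unadjusted p under 0.05; without GFP-KD replicate 1, 7 heat shock genes were lower, and 1 dosage compensation gene and 3 mitochondrial genes were higher. No rRNA gene or replication-dependent histone gene had enough counts for a test. Higher and lower genes numbered 167 and 142 of 1515 on chromosome X, 199 and 139 of 1605 on 2L, 179 and 147 of 1778 on 2R, 221 and 130 of 1704 on 3L and 232 and 181 of 2139 on 3R, and the 1 tested gene on Y was higher. Adjusted over each list alone they numbered 167 and 142, 203 and 147, 172 and 136, 226 and 131, and 227 and 179. With library totals alone the lower genes numbered 89, 84, 94, 73 and 106 on X, 2L, 2R, 3L and 3R. With no filter they numbered 225 on X and 207 on 3L. Without GFP-KD replicate 2 the lower genes numbered 74, 73, 85, 83 and 96 on X, 2L, 2R, 3L and 3R; without GFP-KD replicate 1, 90 on X and 86 on 3L; and without RRP6-KD replicate 1, 217 on X and 222 on 2R. By biotype the higher and lower genes numbered 936 and 738 of 8437 protein-coding genes, 40 and 0 of 143 ncRNA genes and 4 and 2 of 40 pseudogenes, and adjusted over each list alone 935 and 735, 43 and 0, and 4 and 2. With library totals alone 445 protein-coding genes were lower, and with no filter 1118. Without GFP-KD replicate 2, 605 protein-coding genes were higher and 409 lower, and no pseudogene was lower without GFP-KD replicate 1 or RRP6-KD replicate 2. None of the ncRNA genes was lower with DESeq2 or limma voom, nor at an unadjusted p under 0.05. Of 9 tested genes that the paper names, 2 were higher and 1 was lower (2 and 2 when adjusted over the list alone); 1 was higher without GFP-KD replicate 1, GFP-KD replicate 2 or RRP6-KD replicate 2, and 2 and 3 were lower without GFP-KD replicate 2 and RRP6-KD replicate 1.

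Pgk, which the paper used as a control gene in RT-qPCR on other samples, had a log2 fold change of -0.50 (standard error 0.156, adjusted p = 0.0571), which passed without GFP-KD replicate 2 (0.0339) or RRP6-KD replicate 1 (0.0212), with DESeq2 (0.0331) and with no filter (0.00617), among the alternatives without a replicate block. Act5C, the paper's reference gene there, had -0.41 (adjusted p = 0.17 from edgeR's quasi-likelihood test), and -0.66 without RRP6-KD replicate 1. The paper's RT-qPCR values are relative to Act5C, whereas these fold changes are scaled over all genes. As Pgk and Act5C were lower by similar amounts, the Pgk value here does not count against its use as a control there. Of 83 tested Cyp, Gst and Ugt genes, a list made after Cyp6d2 and Ugt86Di were seen among the largest changes, 19 were higher and 6 lower, and no test of the whole list is reported, since a list chosen for a pattern cannot test it.

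The shift of the snoRNA genes passed with camera (adjusted p = 0.80 with an estimated correlation), and 33 of 181 passed singly. Higher expression of their host genes is argued against: 61 tested hosts of 151 snoRNA genes had a median log2 fold change of -0.26, while those snoRNA genes had 0.79. A lower yield of short RNAs in GFP-KD replicate 1 stays open as a candidate explanation for the median, which was 0.13 without that library. The reduction of RRP6 that the design names stays open too, as untested.

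More genes had a log2 ratio above 1 than below -1. Genomic DNA in the libraries labelled RRP6-KD is argued against as the whole cause: 9.93% of 5619 protein-coding genes with at least 2 kb of exons had a mean of at most 1 count there, where an even spread of the added reads outside genes predicts 8.57 counts for the shortest. Fewer reads assigned to genes are argued against, since 4.64 genes lay above 1 per gene below -1 with every library thinned to the smallest gene total. Scaling stays open: DESeq2's size factors, which moved the median of all genes by 0.000217, gave 4.27, and library totals alone moved the number away from balance, from 4.20 to 7.72. A biological difference between the labels stays open and was not tested.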
